# Acclimation and stress response of *Prochlorococcus* to low salinity

**DOI:** 10.3389/fmicb.2022.1038136

**Published:** 2022-10-13

**Authors:** Xiayu He, Huan Liu, Lijuan Long, Junde Dong, Sijun Huang

**Keywords:** *Prochlorococcus*, transcriptome, low salinity acclimation, low salinity stress, RNAseq

## Abstract

*Prochlorococcus* is an obligate marine microorganism and the dominant autotroph in tropical and subtropical open ocean. However, the salinity range for growing and response to low salinity exposure of *Prochlorococcus* are still unknown. In this study, we found that low-light adapted *Prochlorococcus* stain NATL1A and high-light adapted strain MED4 could be acclimated in the lowest salinity of 25 and 28 psu, respectively. Analysis of the effective quantum yield of PSII photochemistry (F_v_/F_m_) indicated that both strains were stressed when growing in salinity lower than 34 psu. We then compared the global transcriptome of low salinity (28 psu) acclimated cells and cells growing in normal seawater salinity (34 psu). The transcriptomic responses of NATL1A and MED4 were approximately different, with more differentially expressed genes in NATL1A (525 genes) than in MED4 (277 genes). To cope with low salinity, NATL1A down-regulated the transcript of genes involved in translation, ribosomal structure and biogenesis and ATP-production, and up-regulated photosynthesis-related genes, while MED4 regulated these genes in an opposite way. In addition, both strains up-regulated an iron ABC transporter gene, *idiA*, suggesting low salinity acclimated cells could be iron limited. This study demonstrated the growing salinity range of *Prochlorococcus* cells and their global gene expression changes due to low salinity stress.

## Introduction

Cyanobacterium *Prochlorococcus* is the smallest and most abundant photosynthetic, oxygen-evolving organism on Earth, playing a significant role in carbon fixation and biogeochemical cycles in the ocean (Guillard et al., 1985; Goericke and Welschmeyer, 1993; Liu et al., 1997). The prokaryotic *Prochlorococcus* cells contain divinyl-chlorophyll a and both monovinyl and divinyl-chlorophyll b as their primary photosynthetic pigments, which are unique to other cyanobacteria that contain chlorophyll a and phycobiliprotein (Chisholm et al., 1992; Hess et al., 1996). *Prochlorococcus* is believed to be an obligate marine organism that is predominantly found in oligotrophic open oceans, as well as in some coastal waters, but barely seen in low salinity estuarine waters (Flombaum et al., 2013). *Prochlorococcus* thrives throughout the euphotic zone in the tropical and subtropical oceans from 45° N to 40° S (Scanlan et al., 2009). This genus of marine picocyanobacteria is divided into high-light (HL) adapted and low-light (LL) adapted ecotypes, which are also phylogenetically distinct (Ferris and Palenik, 1998; Moore and Chisholm, 1999). HL ecotypes are usually distributed in upper euphotic zone, while LL ecotypes are generally distributed in the lower to bottom euphotic zone (Johnson et al., 2006; Zinser et al., 2007). Besides the light-related niche partitioning of HL and LL ecotypes, two HL ecotypes, HLI and HLII, also display temperature-related niche partitioning that HLII ecotypes dominate the warmer oceans between 30° N and 30° S while HLI ecotypes dominate the higher latitude oceans (West et al., 2001; Rocap et al., 2003; Mühling, 2012; Voigt et al., 2014). Despite comprising diverse phylogenetic lineages, *Prochlorococcus* is monophyletic on the phylogenetic tree built on 16S rRNA sequences of cyanobacteria (Rocap et al., 2002). *Synechococcus* is the sister genus of *Prochlorococcus*. However, *Synechococcus* is a provisional genus containing polyphyletic clusters which are scattering on the phylogenetic tree of cyanobacteria (Robertson et al., 2001). Marine *Synechococcus* is affiliated with cluster 5, which comprises subclusters 5.1, 5.2 and 5.3. In contrast to *Prochlorococcus*, marine *Synechococcus* is much more widely distributed, existing from estuary to open ocean and from equatorial to polar regions (Partensky et al., 1999; Zwirglmaier et al., 2008).

Salinity is a crucial factor affecting the growth and biogeography of cyanobacteria (Scanlan et al., 2009). There were plenty of studies on cyanobacteria’s salt acclimation and salt stress response (Hagemann, 2011). However, most of those studies were conducted mainly on freshwater cyanobacteria such as the euryhaline *Synechococcus* strain PCC 7002 and moderately halotolerant *Synechocystis* strain PCC 6803 rather than typical marine cyanobacteria such as *Prochlorococcus* or marine *Synechococcus* (Hagemann, 2011). For example, when growing at high salinity, *Synechococcus* PCC 7002 had increased expression of genes involved in compatible solute biosynthesis and electron transport, while only minor changes were observed when cells were grown at low salinity (Ludwig and Bryant, 2012). It also has been revealed that 200–300 genes were up-regulated and a comparable number of genes were down-regulated after the addition of salt in *Synechocystis* PCC 6803 (Kanesaki et al., 2002; Marin et al., 2003). Secondly, very few studies focus on the acclimation and stress response of marine cyanobacteria to low salinity. Lastly, compared to *Synechococcus*, salinity-related physiological studies on *Prochlorococcus* are even more seldom. A recent study showed that *Prochlorococcus* strain AS9601 could be acclimated to a high salt concentration of 5% (w/v; Al-Hosani et al., 2015). The authors compared the growth rate and transcriptome of AS9601 at salinities 3.8% (w/v) and 5% (w/v), and found that, under high salt concentration, approximately one-third of the genome expressed differentially.

The strict biogeographic distribution of *Prochlorococcus* in oceanic waters suggests that this organism cannot be adapted to low salinity. However, what is the lowest salinity that *Prochlorococcus* can survive and what is the stress response of *Prochlorococcus* cells to low salinity are still unclear. In this study we first tested the salinity range of two *Prochlorococcus* strains, NATL1A and MED4, and then acclimatized the two strains under different salinities. We found that the lowest acclimation salinity is 25 psu for MED4 and 28 psu for NATL1A. Both NATL1A and MED4 cells were stressed when growing in salinities lower than 34 psu. We also found that the transcriptomic response of the two strains to low salinity stress were highly different.

## Materials and methods

### Strains and growth conditions

*Prochlorococcus* strains MED4 and NATL1A were obtained from Jiao Nianzhi Lab, Xiamen University. Cultures were maintained in Pro99 natural seawater medium with a salinity of 34 psu, at 21°C and under a constant light intensity of 10 μE m^−2^ s^−1^. We used canted neck polystyrene flasks (Corning Inc., Corning, NY, United States) of different volumes to culture the *Prochlorococcus* strains.

### Experiment setup and growth rate calculation

Preparation of Pro99 medium followed the protocol from the Chisholm Laboratory.^1^ The seawater from the South China Sea basin was filtered through 0.22 μm polycarbonate membrane, and the salinity was pre-adjusted to 22 psu ~ 60 psu with a 2 psu interval using ddH_2_O or NaCl. Salinity was measured using an ATAGO PAL-06S refractometer (ATAGO, Japan). These seawaters were autoclaved at 121°C for 15 min. Macronutrient (NH_4_Cl and NaH_2_PO_4_) stocks and the trace metal stock were prepared in advance, and they were added into the above seawater base. *Prochlorococcus* cultures growing in the Pro99 medium of salinity 34 psu were inoculated into the salinity gradient mediums. The salinity was finally adjusted to 22 psu ~ 60 psu using the ddH_2_O with Pro99 nutrients. *Prochlorococcus* growth was monitored every day for 2 weeks by measuring the OD440 absorbance using a multimode plate reader (PerkinElmer, Waltham, MA, United States) and measuring the cell abundance using a flow cytometer (BD Accuri C6, BD Biosciences, CA, United States). Three biological replicates were set up for the experiment. Growth rate was calculated based on the two monitoring methods, respectively. Growth rate was calculated according to Mackey et al. (2013): *T*_d_ = Ln (N_i + 1_/N_i_), N_i + 1_ is the number of cells on day i + 1, N_i_ is the number of cells on day i, *T*_d_ is the growth rate of cells. The average growth rate of cells was calculated during the logarithmic phase.

### Low salinity acclimation

*Prochlorococcus* strains MED4 and NATL1A were acclimated to different salinities (24 psu, 25 psu, 26 psu, 27 psu, 28 psu, 30 psu, 32 psu, 34 psu) by consecutive transfers from exponential growing cultures to fresh media. Three biological replicates were set up for each salinity. Five rounds of transfer were conducted for each strain. Using flow cytometry, cell abundance was monitored at day 0, day 5 and day 10. To assess the stress to low salinity, each strain’s dark-adapted photochemical efficiency (F_v_/F_m_) was monitored on day 10 in each round, using a handheld fluorometer (AquaPen AP 110/C, Photon Systems Instruments). To measure F_v_/F_m_, 1 ml culture was dark-adapted in the sample cuvette for 15–30 min. The maximal fluorescence levels (F_m_) were measured in the dark and under bright purple light (455 nm, 100 μEm^−2^ s^−1^), where F_0_ is the basal fluorescence level and F_v_ is the variable fluorescence. The PSII quantum yield was calculated as F_v_/F_m_ = (F_m_–F_0_)/F_m_.

### RNAseq analysis

To acclimate the *Prochlorococcus* strains, MED4 and NATL1A were growing in the Pro99 medium of salinity 28 psu and 34 psu for five rounds of inoculation. Then the acclimated cultures were inoculated in fresh medium of salinity 28 psu and 34 psu, with salinity 34 psu being the control. Three biological replicates were set up. During the exponential growth phase, 100 ml cultures were filtered onto 0.22 μm polycarbonate membrane to collect cells and the membranes were immediately flash frozen in RNAlater by liquid nitrogen and stored at −80°C until RNA extraction. Total RNA was extracted from the membrane using the MagZol Reagent (Magen Biotech, Guangzhou, China). Sequencing libraries were prepared using VAHTS™ Stranded mRNA-seq Library Prep Kit for Illumina® (Vazyme biotech co., Ltd., Nanjing, China) following the manufacturer’s instructions. Libraries were multiplexed and sequencing was carried out on an Illumina HiSeq system with the 2 × 150 paired-end (PE) configuration (GENEWIZ). Cutadapt (v1. 9. 1) was used to remove adapters, primers, and reads with a base quality <20 based on FASTQ files. Clean data were aligned to the MED4 and NATL1A genomes *via* Bowtie2 software (v2. 1. 0). HTSeq (v0. 6. 1p1) was used to estimate gene expression levels from clean data. Differential expression analysis was performed using the DESeq Bioconductor package, a model based on negative binomial distribution. After adjusting using Benjamini and Hochberg’s approach for controlling the false discovery rate, differentially expressed genes were considered significant at value of *p* < 0.05. Highly induced or suppressed genes were considered as meeting both false discovery rate *p* < 0.05 and magnitude of log2fold change with values greater than 1 (highly induced) or less than −1 (highly suppressed). These two different criterions were also used in a previous study (Al-Hosani et al., 2015). Transcriptomic data have been deposited in NCBI Gene Expression Omnibus (GEO) under the accession number GSE195946.

## Results and discussion

### Salinity range and acclimation to low salinity of *Prochlorococcus*

High-light adapted *Prochlorococcus* strain MED4 and low-light adapted strain NATL1A were tested for growth in different salinities ranging from 22 psu to 60 psu. Cell counting through flow cytometry (Figure 1A) and absorbance measurement at 440 nm (Figure 1B) were used to monitor the growth of *Prochlorococcus* cells. MED4 could grow in the salinity range from 22 psu to 50 psu and NATL1A could grow in the range from 26 psu to 50 psu. The optimal salinity ranges of MED4 and NATL1A were similar, from 30 psu to 40 psu. This result came from the first transfer of cultures from salinity 34 psu to other salinities. Under the same growing temperature (21°C) and light intensity (10 μE m^−2^ s^−1^), the LL strain NATL1A grew faster than the HL strain MED4.

**Figure 1:**
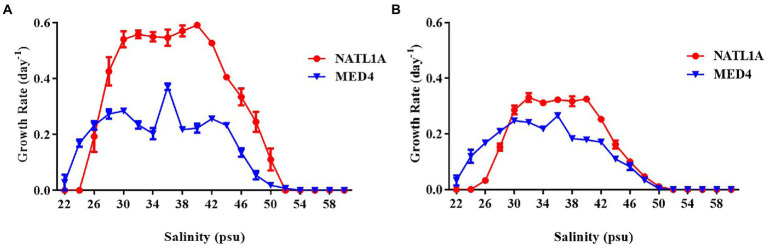
Growth rate of *Prochlorococcus* strains NATL1A and MED4 growing in Pro99 medium with salinities from 22 psu to 60 psu. Flow cytometry **(A)** and absorbance (OD440) measurement of chlorophyll **(B)** were used to monitor growth.

During the acclimation experiment, NATL1A could grow in salinities higher than 26 psu in the first round, but could not survive in salinity lower than 28 psu in the last round (Figure 2B). Interestingly, MED4 showed a gradually changing growth rate in the salinity gradient from 25 psu to 28 psu, while NATL1A showed a sharp change between salinity 27 psu and salinity 28 psu (Figures 2C,D). The effective quantum yield of PSII photochemistry (F_v_/F_m_) was measured on the 10th day at the end of each incubation round (Figure 3). Both strains showed reduced yield when growing in low salinities from 24 psu to 32 psu, compared to the yield when growing in salinity 34 psu, and the lower the salinity resulted in lower yield. The yield of MED4 growing in salinity 24 psu was not detectable after round 4, while the yield of NATL1A growing in salinities 27 psu and below was not detectable after round 2. Together, these data showed that *Prochlorococcus* MED4 and NATL1A could be acclimated in salinities 25 psu and 28 psu, respectively. Interesting, the high-light adapted strain MED4 and low-light adapted strain NATL1A showed different tolerance to low salinity.

**Figure 2:**
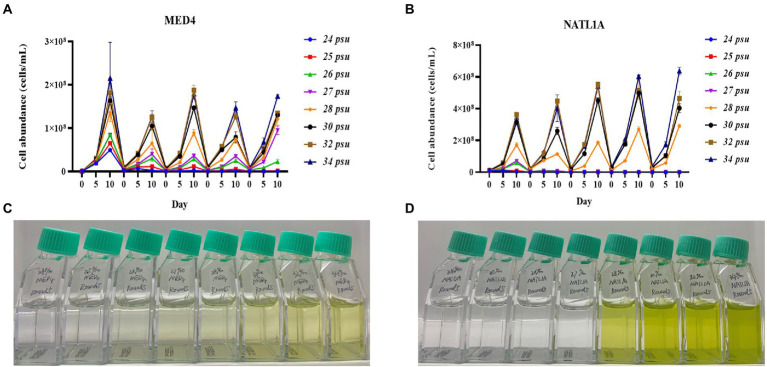
Acclimation of *Prochlorococcus* strains NATL1A and MED4 in different salinities. Five rounds of transfers were carried out and the growth **(A,B)** were monitored by flow cytometry. The pictures **(C,D)** showed the last round of cultures.

**Figure 3:**
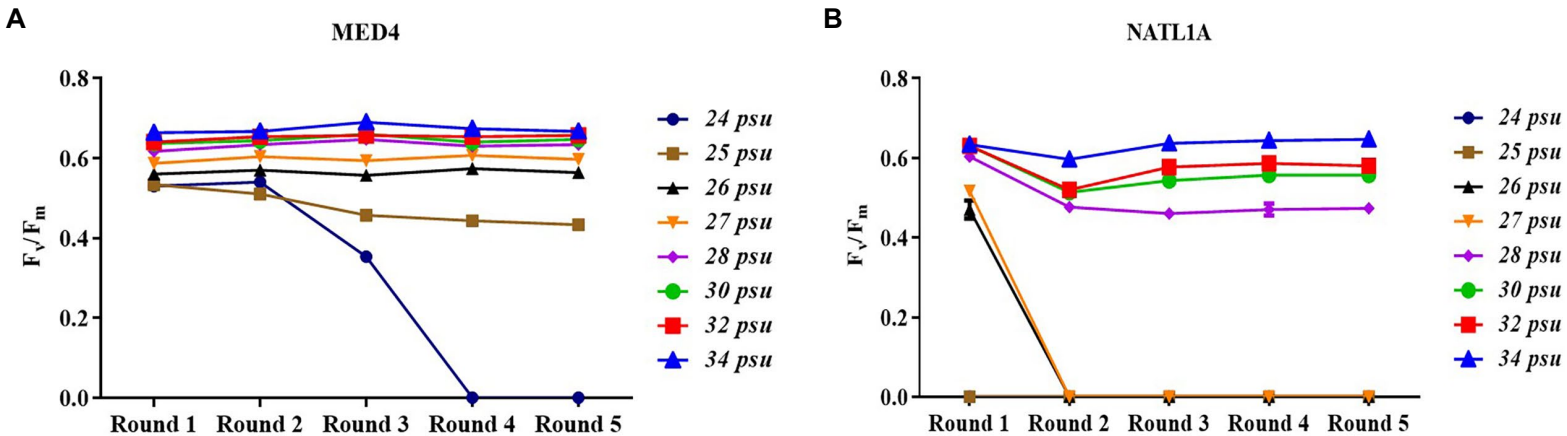
Dark-adapted photochemical efficiency (Fv/Fm) of *Prochlorococcus* strains MED4 **(A)** and NATL1A **(B)** growing in different salinities during acclimation.

It is well known that *Prochlorococcus* is an oceanic microorganism (Partensky et al., 1999), although a few studies claimed that *Prochlorococcus*-like populations existed in estuarine and even freshwater environments (Corzo et al., 1999; Shang et al., 2007; Mitbavkar et al., 2012; Zhang et al., 2013). However, these studies all only depended on flow cytometry investigation, and could not confirm that those “populations” on the flow cytometry diagram were indeed *Prochlorococcus*. Our acclimation study suggests that *Prochlorococcus* cannot live in salinity lower than 25 psu for a long time period (50 days in this study). This study provides evidence supporting that *Prochlorococcus* is an oceanic organism.

### Differentially expressed genes in low salinity acclimated *Prochlorococcus* cells

RNA-seq was performed to assess the response of acclimated *Prochlorococcus* cells to low salinity (28 psu), with the salinity 34 psu being the control. 

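Transcripts were measured in 6 cultures of each strain, 3 acclimated to salinity 28 psu and 3 kept at salinity 34 psu. The authors trimmed the reads with Cutadapt, aligned them to the genome of each strain with Bowtie2 and counted them per gene with HTSeq, and the deposited counts carry no normalization. The paper's text does not name the strand setting of the counting or the treatment of reads shared by several genes, so the values of overlapping genes are uncertain. In NATL1A, 5430225, 5513946 and 7286074 reads were counted on genes at 28 psu, and 4801918, 5286080 and 5864449 at 34 psu. In MED4, the totals were 3206243, 3699888 and 3783871 at 28 psu, and 4323570, 4523396 and 4722196 at 34 psu. Ribosomal, transfer and other non-coding RNA took between 26.4% and 41.8% of the counts of a NATL1A library, and between 9.41% and 15.9% of the counts of a MED4 library. The median counts on protein-coding genes were therefore closer between the strains, 4055856 and 3558644 for NATL1A at 28 and 34 psu against 3147596 and 3804757 for MED4. Each strain was analysed separately with edgeR. Genes with low counts were removed by its default filter, which left 1749 of the 2239 NATL1A genes and 1500 of the 2042 MED4 genes. The libraries were scaled by the TMM method, and 28 psu was compared with 34 psu by the quasi-likelihood test with Benjamini-Hochberg adjustment, at an adjusted p of 0.05. A positive log2 fold change stands for a higher transcript level at 28 psu, and normalized counts are edgeR's CPM after TMM scaling, as mean and SD over 3 cultures. The spread between replicate cultures, as a biological coefficient of variation, was 17.9% in NATL1A and 19.3% in MED4. In counts simulated from the NATL1A libraries, 72.9% of the genes changed by 1 log2 unit were called, and in counts simulated from the MED4 libraries 66.0%, so a gene below the threshold is not shown to be unchanged. For a single gene, 3 cultures against 3 cannot give a two-sided exact permutation p below 0.10.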

When the filter criteria of significance meet the *value of p* < 0.05, there were 525 differentially expressed genes in the low salinity acclimated cells of NATL1A, with 286 genes being induced and 239 genes being repressed (Table 1). By contrast, MED4 appears to be less fluctuant under low salinity stress, with only 277 differentially expressed genes, among which 146 were induced and 131 were repressed (Table 1). 

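At an adjusted p of 0.05 from edgeR's quasi-likelihood test, 237 of the 1749 tested NATL1A genes (13.6%) were differentially expressed, 144 induced and 93 repressed. At an unadjusted p of 0.05, the same test gave 494 genes, where chance alone would give 87.45. The 3 cultures at 28 psu lay all above or all below the 3 at 34 psu in 549 tested genes (31.4%, where chance gives 10%) and in 234 of the 237. The smallest of the 237 changes was 0.49 on the log2 scale and the median change 0.83. Scaling the libraries by their total counts alone, without TMM, lowered the number most, to 63. Between 102 and 260 genes were called when a library was left out, and 86 genes were called in all 6 of these fits. The number was 120 (88 induced and 32 repressed) without 28 psu replicate 3, 159 (104 and 55) without 34 psu replicate 1, 102 (69 and 33) without 34 psu replicate 2 and 122 (90 and 32) without 34 psu replicate 3. Of the 75 genes of Table 2, 74 were tested and all 74 changed in the direction the table gives. Of these, 43 passed the threshold over all tested genes and 72 when adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples. The number of list genes past the threshold over all tested genes was 20 without 28 psu replicate 3, 15 without 34 psu replicate 2 and 17 without 34 psu replicate 3.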

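In MED4, 43 of 1500 tested genes (2.87%) passed the same threshold, 20 induced and 23 repressed, and 265 genes passed at an unadjusted p of 0.05, where chance would give 75. The groups of cultures did not overlap in 356 tested genes (23.7%, where chance gives 10%) and in all 43 genes called. DESeq2 called 74 genes on the same counts. The number depended on single libraries: 25 genes (16 induced and 9 repressed) were called without 28 psu replicate 1, 69 (31 and 38) without 28 psu replicate 2, 94 (55 and 39) without 28 psu replicate 3, 23 (11 and 12) without 34 psu replicate 1, 13 (6 and 7) without 34 psu replicate 2 and 12 (6 and 6) without 34 psu replicate 3. Only 9 genes were called in all 6 of these fits. Each of these numbers is below the lowest of the 6 NATL1A fits with a library left out. With libraries scaled by total counts alone the order of the strains turned around, with 78 genes called in MED4, 67 induced and 11 repressed. This scaling moved the median log2 fold change of all tested genes by -0.19 in NATL1A and by 0.20 in MED4. The difference between the strains in the number of genes was not itself tested. Of the 50 genes of Table 3, 48 were tested, all 48 changed in the listed direction, 8 passed the threshold over all tested genes and 45 when adjusted over the list alone. The study chose this list too on these samples, so the directions and the adjustment over the list alone are not independent evidence. Of all tested genes of this list, the fits in the same order of libraries left out called 5, 17, 17, 2, 3 and 1.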

A previous study compared the transcriptomes of *Prochlorococcus* AS9601 under high salt stress (5.0%) and under normal salt concentration (3.8%), and found 627 differentially expressed genes (Al-Hosani et al., 2015). Together, these results suggest that *Prochlorococcus* is sensitive to salinity changes.

**Table 1:** Functional categorization of differentially expressed genes (*p* < 0.05) in low salinity acclimated cells of NATL1A and MED4.

Function categories	Total no.		Total no. differential expressed		No. induced		No. repressed		Prevalent expression profile	
	NATL1A	MED4	NATL1A	MED4	NATL1A	MED4	NATL1A	MED4	NATL1A	MED4
Translation, ribosomal structure and biogenesis	128	130	38	25	5	24	33	1	Repressed	Induced
Transcription	26	27	10	6	7	5	3	1	Induced	Induced
Signal transduction mechanisms	26	24	7	3	3	2	4	1	Equal	Equal
Secondary metabolites biosynthesis, transport, and catabolism	18	22	4	7	3	2	1	5	Equal	Repressed
Replication, recombination, and repair	4	4	2	1	2	1	0	0	Equal	Equal
Posttranslational modification, protein turnover, chaperones	87	82	23	19	13	5	10	14	Induced	Repressed
Nucleotide transport and metabolism	48	50	14	5	8	4	6	1	Equal	Induced
Lipid metabolism	29	31	10	6	3	3	7	3	Repressed	Equal
Intracellular trafficking and secretion	14	12	4	2	2	1	2	1	Equal	Equal
Inorganic ion transport and metabolism	58	57	8	6	5	2	3	4	Equal	Equal
Energy production and conversion	77	78	28	14	19	8	9	6	Induced	Equal
DNA replication, recombination, and repair	68	65	12	7	7	5	5	2	Equal	Induced
Defense mechanisms	17	16	2	1	2	0	0	1	Equal	Equal
Coenzyme metabolism	105	101	20	11	6	4	14	7	Repressed	Repressed
Cell wall/ membrane/envelope biogenesis	1	2	1	1	1	0	0	1	Equal	Equal
Cell envelope biogenesis, outer membrane	93	91	30	10	16	6	14	4	Equal	Equal
Cell division and chromosome partitioning	14	16	4	3	3	1	1	2	Equal	Equal
Cell cycle control, cell division, chromosome partitioning	2	2	0	1	0	1	0	0	Equal	Equal
Carbohydrate transport and metabolism	46	48	10	10	4	6	6	4	Equal	Equal
Amino acid transport and metabolism	128	118	38	17	19	11	19	6	Equal	Induced
Function unknown	86	88	18	13	10	4	8	9	–	–
General function prediction only	137	132	44	13	23	8	21	5	–	–
Others	6	5	2	0	0	0	2	0	–	–
Not in COGs	1,021	841	196	96	125	43	71	53	–	–
Total	2,239	2042	525	277	286	146	239	131	–	–

Subsequently, the differentially expressed genes of these two strains were functionally classified according to Cyanobase definitions (Fujisawa et al., 2014). 

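The functional category of each gene was taken from the deposited annotation, and the genes past the adjusted threshold were counted per category. Genes of unknown function, with a general prediction only, in the group of others or outside the categories were counted as further groups. Table 1 gives these groups no profile, so the numbers here do not compare directly with the paper's share of functional modules. In NATL1A, 22 categories and groups held at least 1 such gene, and in 14 of them the numbers of induced and repressed genes differed by at most 2. In MED4, 14 categories and groups held such a gene, and in 12 of them the difference was at most 2, with few genes in each. With the unadjusted threshold, 23 categories and groups held a gene in each strain, and the difference was at most 2 in 11 of them in NATL1A and in 15 in MED4.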

Firstly, the numbers of induced and repressed genes were equal for most functional modules (60–70%) in each of the two strains. Secondly, compared to the control group, the changed prevalent expression profiles between the two strains were different. 

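Counts of NATL1A genes past the adjusted threshold differed in direction between functional categories. In translation, ribosomal structure and biogenesis, 19 of 123 tested genes were repressed and 2 were induced, lrtA (NATL1_04521) and NATL1_18631. In lipid metabolism, 3 were repressed, gcpE, mmsB and NATL1_10821, and ole1 was induced. In coenzyme metabolism, 7 were repressed and 3 were induced, NATL1_03231, cobS and nadE. In transcription, 4 were induced, NATL1_05531, NATL1_06321, NATL1_20821 and NATL1_21781, and 2 were repressed, nusA and rpoA. In posttranslational modification, protein turnover and chaperones, 6 were induced and 2 were repressed, NATL1_13731 and btuE. In energy production and conversion, 10 were induced and 5 were repressed, gldA, atpD, atpC, NATL1_18481 and NATL1_18511. The genes of these small counts were picked out after their values were seen, apart from atpC, atpD and NATL1_13731. At an unadjusted p of 0.05, the numbers of induced and repressed genes were 7 and 32 in translation, 2 and 7 in lipid metabolism, 6 and 14 in coenzyme metabolism, 7 and 3 in transcription, 12 and 8 in posttranslational modification, and 20 and 10 in energy production. With 28 psu replicates 1, 2 and 3 and 34 psu replicates 1, 2 and 3 left out in turn, the repressed translation genes numbered 20, 21, 8, 14, 8 and 5, and the repressed coenzyme genes 9, 7, 2, 4, 3 and 3. In the same order, the induced energy genes numbered 12, 9, 5, 8, 3 and 4, the repressed energy genes 8, 3, 2, 3, 2 and 2, and the induced posttranslational genes 7, 7, 3, 3, 2 and 3. Each count of at most 4 genes lay between 0 and 5 in these fits. Genes of 1 operon do not change independently, so no test was made on these counts.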

In low salinity acclimated NATL1A, some genes involved in translation, ribosomal structure and biogenesis, lipid metabolism and coenzyme metabolism were down-regulated, while genes involved in transcription, posttranslational modification, protein turnover, chaperones and energy production and conversion were up-regulated (Table 1). However, in MED4, regulation profile of the functions mentioned above is different from NATL1A, except for coenzyme metabolism.

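In MED4, few genes of these categories passed the adjusted threshold. They were rpsJ (PMM1507) and rpmJ (PMM1538), induced, and PMM1305, repressed, in translation; pdhB, induced, and PMM0316 and ndhD, repressed, in energy production; and folE and crtE, both repressed, in coenzyme metabolism. The others were acpP, induced, in lipid metabolism, and ftsH2, PMM1006 and hupE, all repressed, in posttranslational modification. No transcription gene passed with edgeR, while DESeq2 called 2, both induced, and at an unadjusted p of 0.05 5 were induced and 1 was repressed. Of these genes, rpsJ, PMM1305, pdhB, folE, crtE, acpP, ftsH2 and hupE were picked out after their values were seen. At the unadjusted threshold, the numbers of induced and repressed genes were 22 and 2 in translation, 3 and 4 in lipid metabolism, 3 and 7 in coenzyme metabolism, 5 and 17 in posttranslational modification, and 8 and 6 in energy production. With 28 psu replicates 1, 2 and 3 and 34 psu replicates 1, 2 and 3 left out in turn, induced translation genes numbered 2, 6, 7, 0, 0 and 0, repressed posttranslational genes 1, 5, 4, 1, 1 and 0, induced energy genes 0, 1, 4, 0, 0 and 0, and repressed energy genes 1, 3, 4, 1, 1 and 1. Every other count lay between 0 and 2 in these fits.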

### Contrasting regulation between NATL1A and MED4

Most interestingly, among the genes involved in translation, ribosomal structure and biogenesis, five were up-regulated and 33 were down-regulated in low salinity acclimated NATL1A cells compared to control (Tables 1, 2). However, in MED4, 24 genes of those genes were up-regulated and only one was down-regulated (Tables 1, 3). 

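The genes annotated as ribosomal proteins were tested together in NATL1A. Their median log2 fold change was -0.34 over 50 genes, against a median of -0.00 over all tested genes, and 46 of the 50 were lower at 28 psu. limma's camera test, with its preset correlation of 0.01 between genes, gave p = 2.58e-07 (2.06e-06 after Benjamini-Hochberg adjustment over the 8 set tests of both strains). The genes of this set rose and fell together between replicate cultures, with an estimated correlation of 0.443, and the set did not pass under limma's fry test (p = 0.0534) or under camera with the estimated correlation (p = 0.252). A split of the 6 NATL1A cultures that mixes the salinities gave p = 6.13e-13 from camera with the preset correlation. Leaving out each library in turn gave medians from -0.43 to -0.21. Of the 50, 13 genes passed the threshold over all tested genes, all repressed, and 17 when adjusted over the list alone. The number past the threshold was 16, 12, 6, 10, 7 and 3 with 28 psu replicates 1 to 3 and 34 psu replicates 1 to 3 left out in turn. The log2 fold changes of the 13 genes lay between -1.14 (rpsR) and -0.57 (rpsJ, NATL1_19481), and 10 of them lie between rpsJ and rplD, within positions 1600417 to 1646935 of the genome.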

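The 50 tested ribosomal protein genes of MED4 had a median log2 fold change of 0.26, and 36 of them were higher at 28 psu. The camera test gave p = 0.000161 (0.000644 adjusted over the same 8 tests), fry gave p = 0.00915, and camera with the estimated correlation of 0.0566 gave p = 0.0749. A split of the 6 MED4 cultures that mixes the salinities gave p = 0.000337 from camera with the preset correlation. The median stayed between 0.22 and 0.28 with each library left out. Single genes moved less clearly: 14 were higher and 0 lower at an unadjusted p of 0.05 from edgeR's quasi-likelihood test, 2 passed over all tested genes and 7 when adjusted over the list alone. DESeq2 called 5, and the edgeR fits without 28 psu replicate 2, 28 psu replicate 3, 34 psu replicate 1, 34 psu replicate 2 and 34 psu replicate 3 called 6, 5, 0, 0 and 0. The 2 genes were rpsJ, with a log2 fold change of 0.83, and rpmJ (positions 1476900 to 1477016), with 1.07 (standard error 0.22, adjusted p = 0.0181 from edgeR's quasi-likelihood test). The call of rpmJ was lost without 34 psu replicate 1 (adjusted p = 0.0566), without 34 psu replicate 2 (0.0786) and without 34 psu replicate 3 (0.0579), each from edgeR's quasi-likelihood test.

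**Figure D1:**
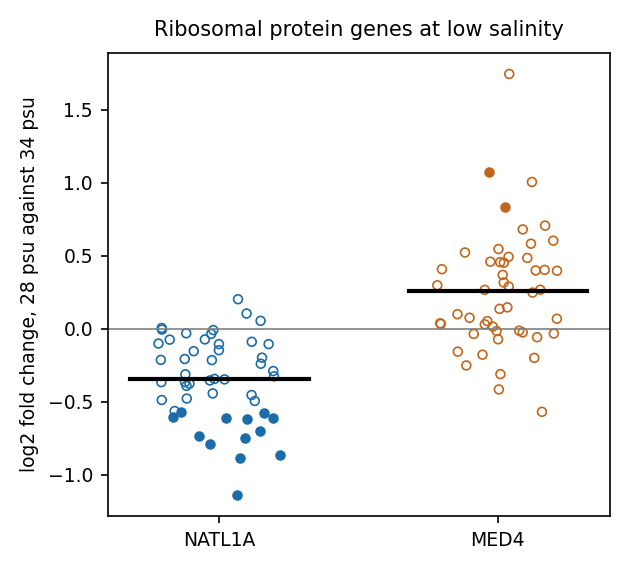
Log2 fold changes (28 psu against 34 psu) of the 50 tested ribosomal protein genes of each strain. Each circle is a gene, filled where its adjusted p was below 0.05, and the bars are the medians, -0.34 in NATL1A and 0.26 in MED4.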

Strikingly, the regulation of genes involved in energy production and conversion were also in distinct patterns between NATL1A and MED4. 

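The 10 tested NATL1A genes annotated as ATP synthase subunits had a median log2 fold change of -0.53, and 9 of them were lower at 28 psu. For this set, camera gave p = 0.000679 (0.00181 adjusted over the 8 set tests), fry 0.0316 and camera with the estimated correlation 0.253. 4 of its genes passed the threshold, atpC, atpD, NATL1_18481 and NATL1_18511, and 6 when adjusted over the list alone. With a library left out, this number was 6 without 28 psu replicate 1 and 2 without 28 psu replicate 3, 34 psu replicate 2 or 34 psu replicate 3. The gene atpC (NATL1_18391, positions 1501644 to 1502051) had 219 ± 15.9 normalized counts at 28 psu and 465 ± 56.6 at 34 psu (SD, n = 3). Its log2 fold change was -1.09 (standard error 0.16, adjusted p = 0.000316 from edgeR's quasi-likelihood test). The log2 fold change of atpD (NATL1_18381) was -0.72 (adjusted p = 0.0278 from the same edgeR test), and the gene passed in only 1 of the 6 fits with a library left out, that without 28 psu replicate 1 (0.00528). The genes atpA (-0.56, adjusted p = 0.0918) and atpH (-0.49, 0.0801) did not pass edgeR's quasi-likelihood test, and passed under DESeq2 (0.0235 and 0.0266) and with edgeR without 28 psu replicate 1 (0.0163 and 0.0257). Of the photosynthesis genes, psb27 rose by 0.69 (adjusted p = 0.00714 from edgeR's test), a call lost without 34 psu replicate 2 (0.0595). The rises of psaC (0.64, adjusted p = 0.0526) and rbcS (0.78, adjusted p = 0.0855, edgeR) did not pass, and the cultures of both salinities overlapped for rbcS. Without 28 psu replicate 1, the rise of psaC was 0.37 and that of rbcS 0.42. DESeq2 called psaC (0.0308) and not rbcS (0.357), while edgeR called psaC without 28 psu replicate 2 (0.0168) and rbcS without 34 psu replicate 1 (0.0386). The 28 tested genes described as photosystem proteins, of which psb27 alone passed the threshold, had a median of -0.04, with 13 higher and 15 lower at 28 psu (adjusted p = 0.80 from limma's camera over the 8 set tests). This median was 0.03 without 28 psu replicate 2 and 0.06 without 34 psu replicate 1. Calls in this set depended on single libraries, with 1 higher and 1 lower without 28 psu replicate 1, 2 higher and 4 lower without 28 psu replicate 2 and 0 without 34 psu replicate 2, and DESeq2 called 2, both higher. A gene annotated as psbA (NATL1_03031), picked out after its value was seen, is described as a hypothetical protein and is therefore not in this set. It fell by 0.74 (adjusted p = 0.0299 from edgeR's quasi-likelihood test; DESeq2 0.000517), and with a library left out it passed only without 28 psu replicate 1 (0.0365) and 28 psu replicate 2 (0.0466, edgeR). The 20 tested genes of NADH dehydrogenase and cytochrome oxidase had a median of 0.21, with 14 higher, 7 past the threshold, all induced, and 8 when adjusted over the list alone (camera p = 0.00868, 0.0174 adjusted over the 8 set tests; fry p = 0.0021; camera with the estimated correlation p = 0.0804). The number of genes of this set past the threshold was 4 without 28 psu replicate 3, 3 without 34 psu replicate 2 and 4 without 34 psu replicate 3. With total counts alone as the scale, the median of this set was 0.00, which is 0.20 relative to all tested genes. Among them were cyoA (NATL1_05001, 1.25, standard error 0.15, adjusted p = 0.000104), cyoB (NATL1_04991, 0.90, 0.0014), ctaE (NATL1_04981, 0.58, 0.03), ndhA (NATL1_02331, 0.50, 0.045) and ndhH (NATL1_02471, 0.77, 0.0118), each adjusted p from edgeR's quasi-likelihood test. The calls of cyoA and cyoB held with each library left out, while ctaE and ndhA passed in only 1 of these 6 fits, that without 28 psu replicate 1 (0.00836 and 0.0177, edgeR), and ndhH in 3, those without 28 psu replicate 1 (0.0302), 28 psu replicate 2 (0.00373) and 34 psu replicate 1 (0.0259). Annotated positions of cyoB overlap those of ctaE, and those of atpH overlap another gene, so the counts of these 3 genes are uncertain.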

In low salinity acclimated NATL1A cells, the ATP-producing genes were down-regulated (*atpA*, *atpC*, *atpD*, *atpH* and other ATP synthase genes), while many genes involved in photosynthesis (*psaC*, *psb27*, *rbcS*), cytochrome oxidation (*cyoA*, *cyoB*, *ctaE*), NADH dehydrogenase (*ndhA*, *ndhH*) were up-regulated (Table 2). However, in low salinity acclimated MED4 cells, genes for photosynthesis were down-regulated, such as photosystems II (*psbA*, *psbB*, *psbD*, *psbN*), cytochrome F (*petA*), and electron transport chain intermediate (*ndhD*), while most ATP-producing genes (*acnB*, *atpG*, *atpF*, *atpH*, *atpD*) were up-regulated. This striking contrasting transcriptional regulation indicated the two strains processed different response mechanisms to low salinity stress. It is likely that, to respond to low salinity stress, NATL1A enhanced photosynthesis but repressed ATP production and translation and biosynthesis. In contrast, MED4 repressed photosynthesis but enhanced ATP production, translation and biosynthesis. 

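None of the MED4 photosystem genes passed the adjusted threshold with edgeR, while DESeq2 called 1 and at an unadjusted p of 0.05 2 were higher and 5 lower. The 30 tested photosystem genes had a median log2 fold change of -0.19 and a mean of -0.09, and 20 of them were lower at 28 psu. For this set, camera gave p = 0.0606 (0.0969 adjusted over the 8 set tests) and 0.044 without the filter on low counts, fry gave 0.0105, and camera with the estimated correlation 0.171. With total counts alone, the photosystem genes had a median of -0.00, which is -0.20 relative to all tested genes, and a mean of 0.11. The log2 fold changes of the genes named for photosynthesis were -0.45 for psbA (PMM0223, adjusted p = 0.222), -0.49 for psbB (PMM0315, 0.188), -0.49 for psbD (PMM1157, 0.163), -0.93 for psbN (PMM0252, 0.0623) and -0.50 for petA (PMM0461, 0.142), each adjusted p from edgeR's quasi-likelihood test. In each of these 5 genes the 3 cultures at 28 psu lay below the 3 at 34 psu, and of these DESeq2 called only psbN (0.0458). Without 28 psu replicate 2, psbB (0.0255), psbD (0.0439), psbN (0.0239) and petA (0.0239) passed edgeR's quasi-likelihood test. The gene ndhD (PMM0594, positions 562568 to 564052) had 201 ± 30.1 normalized counts at 28 psu and 322 ± 42.7 at 34 psu (SD, n = 3). Its log2 fold change was -0.68 (standard error 0.17, adjusted p = 0.0365 from edgeR's quasi-likelihood test), and the call held only without 28 psu replicate 2 (0.0255) and without 28 psu replicate 3 (0.0438). It was the only 1 of 16 tested genes of NADH dehydrogenase and cytochrome oxidase past the threshold, and 2 passed when adjusted over the list alone, the other being PMM0814, picked out after its value was seen. The median of these 16 genes was -0.03, and 0.01 without 34 psu replicate 2, and their mean was 0.03 (adjusted p = 0.80 from limma's camera over the 8 set tests). No ATP synthase gene passed with edgeR after TMM scaling or with DESeq2, while edgeR with total counts alone called 1, which was higher. At an unadjusted p of 0.05, 3 ATP synthase genes were higher and 1 lower. Of the 12 tested genes, 6 were higher and 6 lower, with a median of 0.09 (adjusted p = 0.465 from limma's camera over the 8 set tests). The log2 fold changes were 0.45 for acnB (PMM1700, adjusted p = 0.133), 0.39 for atpG (PMM1454, 0.173), 0.38 for atpF (PMM1453, 0.231) and 0.47 for the gene annotated as atpH,atpD (PMM1452, 0.27), each adjusted p from edgeR's quasi-likelihood test, and DESeq2 called none of them. The value of atpH,atpD rested on a single library and was 0.14 without 28 psu replicate 3. The psbB, psbD, atpG, atpF and atpH,atpD genes overlap other genes, which leaves their counts uncertain.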

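The difference between the strains was tested on the mean log2 level of each gene set per culture, centred within each strain. Strain labels were permuted among the cultures of each salinity, over all 400 permutations, two-sided. Centring ties the cultures of a strain to each other, so the permutation p is approximate. The sets follow the contrast that the paper found in these same cultures, so these tests are not independent evidence of it. The ribosomal protein genes moved by -0.35 in NATL1A and 0.23 in MED4, a difference of -0.58 (p = 0.005, the smallest p that these permutations can give, and 0.02 after Benjamini-Hochberg adjustment over 4 sets). The ATP synthase genes moved by -0.43 and 0.07, a difference of -0.50 (permutation p = 0.02, adjusted 0.04). The NADH dehydrogenase and cytochrome oxidase genes moved by 0.29 and 0.02 (permutation p = 0.055, adjusted 0.0733), and the photosystem genes by -0.02 and -0.12 (permutation p = 0.33). Neither set differed between the strains beyond the adjusted threshold of the permutation test. Across 437 genes that carry the same symbol in both strains, the log2 fold changes of NATL1A and MED4 were unrelated, with Pearson's r of 0.06 and Spearman's rho of 0.03 as a description across genes, which are not independent replicates. Of these genes, 216 (49.4%) had the same sign in both strains. From the opposite movement of translation, ATP production and photosynthesis genes, the paper concludes that the strains respond to low salinity through different mechanisms. It proposes that 28 psu stressed NATL1A more than MED4, which it also ties to the larger number of changed NATL1A genes. Its acclimation results gave a lower salinity limit for MED4 than for NATL1A.

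**Figure D2:**
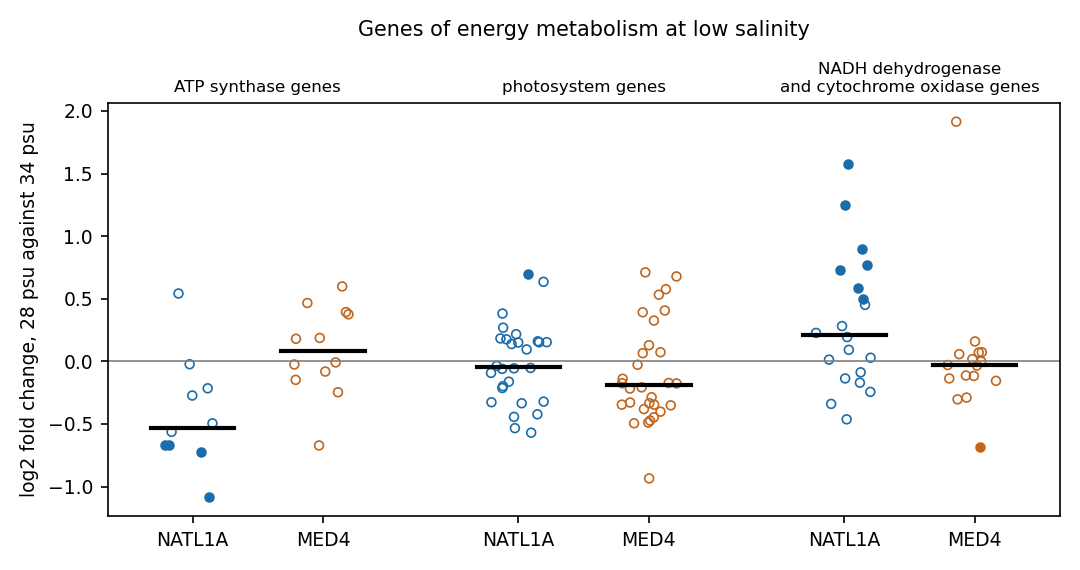
Log2 fold changes (28 psu against 34 psu) of the tested genes of 3 sets of energy metabolism in each strain. Each circle is a gene, filled where its adjusted p was below 0.05, and the bars are the medians, which lie furthest apart for the ATP synthase genes, at -0.53 in NATL1A and 0.09 in MED4.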

The reason is possible that NATL1A and MED4 were in different stress level under the salinity 28 psu, which appears to be slightly stressful for MED4, but extremely stressful for NATL1A. This is the reason why the differentially expressed genes of NATL1A were more than those of MED4.

**Table 2:** List of a part of differentially expressed genes (*p* < 0.05) in low salinity acclimated *Prochlorococcus* NATL1A.

Gene ID	Gene name	Product	*p-*Value	log_2_FC
*Energy production and conversion*				
gene-NATL1_05001	*cyoA*	putative cytochrome c oxidase, subunit 2	< 0.001	1.249
gene-NATL1_17081	*acoA*	Pyruvate dehydrogenase E1 alpha subunit	< 0.001	0.979
gene-NATL1_04991	*cyoB*	Cytochrome c oxidase, subunit I	< 0.001	0.897
gene-NATL1_06051	*rbcS*	Ribulose bisphosphate carboxylase, small chain	0.010	0.780
gene-NATL1_02471	*ndhH*	putative NADH dehydrogenase subunit	< 0.001	0.770
gene-NATL1_20041	NATL1_20041	NADH dehydrogenase I subunit N	< 0.001	0.723
gene-NATL1_05651	*psb27*	possible Photosystem II reaction center Psb27 protein	< 0.001	0.6925
gene-NATL1_05981	*chlN*	Light-independent protochlorophyllide reductase subunit N	< 0.001	0.650
gene-NATL1_20591	*psaC*	Photosystem I subunit PsaC	0.004	0.633
gene-NATL1_04561	*pdhC*	Dihydrolipoamide acetyltransferase	0.001	0.607
gene-NATL1_04981	*ctaE*	Cytochrome c oxidase, subunit III	0.002	0.580
gene-NATL1_20451	*icd*	Isocitrate dehydrogenase	0.002	0.547
gene-NATL1_04171	*petB*	Cytochrome b6	0.006	0.532
gene-NATL1_02331	*ndhA*	putative respiratory-chain NADH dehydrogenase subunit	0.006	0.498
gene-NATL1_17231	NATL1_17231	FAD/FMN-containing dehydrogenases	0.024	0.484
gene-NATL1_03751	*rub*	probable rubredoxin	0.0158	0.453
gene-NATL1_21811	*acnB*	Aconitate hydratase B	0.0188	0.394
gene-NATL1_03311	*psbI*	photosystem II reaction center PsbI protein	0.0263	−0.446
gene-NATL1_19381	NATL1_19381	Fe-S oxidoreductase	0.021	−0.482
gene-NATL1_18501	*atpH*	ATP synthase, delta (OSCP) subunit	0.008	−0.497
gene-NATL1_18491	*atpA*	ATP synthase F1, alpha subunit	0.006	−0.565
gene-NATL1_19601	*psaI*	photosystem I subunit VIII (PsaI)	0.008	−0.574
gene-NATL1_00561	NATL1_00561	Flavoprotein, FldA	0.009	−0.647
gene-NATL1_18481	NATL1_18481	ATP synthase gamma subunit	< 0.001	−0.668
gene-NATL1_18511	NATL1_18511	ATP synthase B/B′ *CF*(0)	< 0.001	−0.671
gene-NATL1_18381	*atpD*	ATP synthase F1, beta subunit	< 0.001	−0.723
gene-NATL1_14931	*gldA*	putative glycerol dehydrogenase	0.004	−0.755
gene-NATL1_18391	*atpC*	ATP synthase, Epsilon subunit	< 0.001	−1.089
*Inorganic ion transport and metabolism*				
gene-NATL1_16181	*afuA*	putative iron ABC transporter, substrate binding protein	< 0.001	1.208
gene-NATL1_19031	NATL1_19031	Ferric uptake regulator family	< 0.001	0.853
gene-NATL1_05281	*nhaP*	putative Na^+^/H^+^ antiporter, CPA1 family	0.005	0.597
gene-NATL1_20831	*mgtE*	MgtE family, putative magnesium transport protein	0.009	0.501
gene-NATL1_03411	*amtB*	Ammonium transporter family	0.022	0.414
gene-NATL1_03071	*met3*	ATP-sulfurylase	0.002	−0.582
gene-NATL1_15081	*petH*	ferredoxin-NADP oxidoreductase (FNR)	< 0.001	−0.687
*Molecular chaperone*				
gene-NATL1_09851	NATL1_09851	Molecular chaperone DnaK, heat shock protein hsp70	0.001	0.668
gene-NATL1_21861	NATL1_21861	Molecular chaperone DnaK2, heat shock protein hsp70-2	0.010	0.624
*Translation, ribosomal structure and biogenesis*				
gene-NATL1_18631	NATL1_18631	FtsJ cell division protein: S4 domain:Hemolysin A	0.001	0.837
gene-NATL1_04781	NATL1_04781	tRNA/rRNA methyltransferase (SpoU)	0.006	0.573
gene-NATL1_00131	NATL1_00131	tRNA-dihydrouridine synthase	0.040	0.566
gene-NATL1_04521	*lrtA*	light repressed protein A-like protein	0.002	0.563
gene-NATL1_03171	*ileS*	Isoleucyl-tRNA synthetase	0.016	0.425
gene-NATL1_04021	*rps1a*	30S ribosomal protein S1, protein A	0.036	−0.379
gene-NATL1_17711	*rplU*	50S ribosomal protein L21	0.025	−0.445
gene-NATL1_16641	*rpsN*	30S Ribosomal protein S14	0.011	−0.455
gene-NATL1_05781	*frr*	Ribosome recycling factor	0.022	−0.457
gene-NATL1_19971	*rpsC*	30S ribosomal protein S3	0.016	−0.480
gene-NATL1_07951	*glyS*	Glycyl-tRNA synthetase beta subunit	0.013	−0.485
gene-NATL1_19921	*rplX*	50S ribosomal protein L24	0.022	−0.490
gene-NATL1_07891	*rpsB*	30S ribosomal protein S2	0.015	−0.497
gene-NATL1_02771	*rplL*	50S ribosomal protein L7/L12	0.004	−0.564
gene-NATL1_19481	*rpsJ*	30S ribosomal protein S10	0.001	−0.568
gene-NATL1_21621	*aspS*	Aspartyl-tRNA synthetase	0.005	−0.570
gene-NATL1_19521	*rpsL*	30S ribosomal protein S12	0.001	−0.582
gene-NATL1_19871	*rpsE*	30S ribosomal protein S5	0.001	−0.605
gene-NATL1_02781	*rplJ*	50S ribosomal protein L10	0.002	−0.610
gene-NATL1_19991	*rpsS*	30S Ribosomal protein S19	0.001	−0.616
gene-NATL1_19891	*rplF*	50S ribosomal protein L6	< 0.001	−0.623
gene-NATL1_09331	*gatA*	Glutamyl-tRNA (Gln) amidotransferase A subunit	0.001	−0.631
gene-NATL1_05331	*map*	putative methionine aminopeptidase	< 0.001	−0.635
gene-NATL1_16221	*glyQ*	glycyl-tRNA synthetase, alpha subunit	0.034	−0.637
gene-NATL1_20021	*rplD*	50S ribosomal protein L4	< 0.001	−0.705
gene-NATL1_19881	*rplR*	50S ribosomal protein L18	< 0.001	−0.736
gene-NATL1_19951	*rpmC*	50S ribosomal protein L29	< 0.001	−0.752
gene-NATL1_00581	*alaS*	Alanyl-tRNA synthetase	0.002	−0.756
gene-NATL1_10481	*fmt*	putative Methionyl-tRNA formyltransferase	0.008	−0.777
gene-NATL1_17561	*tyrS*	Tyrosyl-tRNA synthetase	0.026	−0.777
gene-NATL1_03281	*pth*	Peptidyl-tRNA hydrolase	0.050	−0.785
gene-NATL1_20011	*rplW*	50S ribosomal protein L23	< 0.001	−0.791
gene-NATL1_07901	*tsf*	putative Elongation factor Ts	< 0.001	−0.821
gene-NATL1_19511	*rpsG*	30S ribosomal protein S7	< 0.001	−0.868
gene-NATL1_21311	*rplT*	50S ribosomal protein L20	< 0.001	−0.883
gene-NATL1_06131	*tdcF*	Putative translation initiation inhibitor, yjgF family	0.001	−0.939
gene-NATL1_10131	*rpsR*	30S Ribosomal protein S18	0.001	−1.140
gene-NATL1_10191	*cspR*	putative tRNA/rRNA methyltransferase (SpoU family)	0.009	−1.690

**Table 3:** List of a part of differentially expressed genes (*p* < 0.05) in low salinity acclimated *Prochlorococcus* MED4.

Gene ID	Gene name	Product	*p-*Value	log_2_FC
*Energy production and conversion*				
gene-PMM0930	*pdhB*	Pyruvate dehydrogenase E1 beta subunit	< 0.001	0.691
gene-PMM0317	*psbM*	possible Photosystem II reaction center M protein (PsbM)	0.033	0.590
gene-PMM0544	*chlB*	Light-independent protochlorophyllide reductase subunit B	0.004	0.507
gene-PMM1452	*atpH,atpD*	ATP synthase, delta (OSCP) subunit	0.042	0.476
gene-PMM0785	*prk,cbbP*	phosphoribulokinase	0.007	0.475
gene-PMM1700	*acnB*	Aconitate hydratase B	0.009	0.460
gene-PMM1454	*atpG*	ATP synthase B/B′ *CF*(0)	0.019	0.411
gene-PMM1453	*atpF*	ATP synthase B/B′ *CF*(0)	0.038	0.392
gene-PMM0223	*psbA*	Photosystem II PsbA protein (D1)	0.018	−0.427
gene-PMM1157	*psbD*	Photosystem II PsbD protein (D2)	0.008	−0.470
gene-PMM0315	*psbB*	Photosystem II PsbB protein (CP47)	0.014	−0.476
gene-PMM0461	*petA*	Cytochrome f	0.021	−0.477
gene-PMM1171	*isiB*	Flavodoxin	0.045	−0.522
gene-PMM1229	PMM1229	Dehydrogenase, E1 component	0.009	−0.577
gene-PMM0594	*ndhD*	putative NADH Dehydrogenase (complex I) subunit (chain 4)	0.001	−0.663
gene-PMM0252	*psbN*	Photosystem II reaction center N protein (psbN)	0.001	−0.919
gene-PMM0366	PMM0366	Type-1 copper (blue) domain	0.002	−0.960
gene-PMM0316	PMM0316	possible ferredoxin	< 0.001	−1.358
gene-PMM0926	*psb28*	possible Photosystem II reaction center Psb28 protein	0.041	−1.707
*Inorganic ion transport and metabolism*				
gene-PMM1032	PMM1032	ABC transporter, substrate binding protein, possibly Mn.	0.006	0.751
gene-PMM1164	*futA/afuA/idiA*	putative iron ABC transporter, substrate binding protein	< 0.001	0.950
gene-PMM0808	PMM0808	Rieske iron–sulfur protein 2Fe-2S subunit	0.019	−0.501
gene-PMM0227	*cysD*	ATP-sulfurylase	< 0.001	−0.893
gene-PMM1701	PMM1701	putative chloride channel	< 0.001	−0.984
gene-PMM0504	PMM0504	CutA1 divalent ion tolerance protein	0.004	−2.817
*Molecular chaperone*				
gene-PMM1704	*dnaK2*	Molecular chaperone DnaK2, heat shock protein hsp70-2	0.047	0.360
*Translation, ribosomal structure and biogenesis*				
gene-PMM1537	*rps13, rpsM*	30S ribosomal protein S13	0.001	1.774
gene-PMM1538	*rpmJ, rpl36*	50S Ribosomal protein L36	< 0.001	1.081
gene-PMM1688	*aspS*	Aspartyl-tRNA synthetase	0.002	0.952
gene-PMM1507	*rpsJ, rps10*	30S ribosomal protein S10	< 0.001	0.844
gene-PMM0068	*def*	putative formylmethionine deformylase	0.025	0.745
gene-PMM1661	*rpl35, rpmI*	50S ribosomal protein L35	0.006	0.724
gene-PMM1534	*rpl17, rplQ*	50S ribosomal protein L17	0.002	0.697
gene-PMM1550	*rpl29, rpmC*	50S ribosomal protein L29	0.041	0.609
gene-PMM1545	*rps8, rpsH*	30S ribosomal protein S8	0.001	0.599
gene-PMM1191	*pnp*	polyribonucleotide nucleotidyltransferase	0.003	0.592
gene-PMM0597	*thrS*	Threonyl-tRNA synthetase	0.016	0.561
gene-PMM0312	*rps1a, rpsA1*	30S ribosomal protein S1, homolog A	0.002	0.560
gene-PMM1548	*rpl14, rplN*	50S Ribosomal protein L14	0.047	0.539
gene-PMM1280	PMM1280	putative bifuntional enzyme: tRNA methyltransferase: 2-C-methyl-D-erythritol 2, 4-cyclodiphosphate synthase	0.029	0.551
gene-PMM0202	*rpl10, rplJ*	50S ribosomal protein L10	0.002	0.507
gene-PMM1662	*rpl20, rplT*	50S ribosomal protein L20	0.017	0.498
gene-PMM0870	*rpl33, rpmG*	50S Ribosomal protein L33	0.030	0.467
gene-PMM1706	*rps6, rpsF*	30S ribosomal protein S6	0.041	0.465
gene-PMM1508	*tufA*	Elongation factor Tu	0.006	0.459
gene-PMM0238	*ileS*	Isoleucyl-tRNA synthetase	0.027	0.429
gene-PMM1532	*rpl13, rplM*	50S ribosomal protein L13	0.044	0.425
gene-PMM0203	*rpl1, rplA*	50S ribosomal protein L1	0.021	0.420
gene-PMM1546	*rpl5, rplE*	50S ribosomal protein L5	0.028	0.384
gene-PMM1509	*fusA*	Elongation factor G	0.030	0.370

It has been pointed out that the response of photosystem gene expression to high salt stress might be dependent on the organism under study, based on the investigations on *Prochlorococcus* strain AS9601, *Synechocystis* PCC 6803 and *Synechococcus* PCC 7002 (Al-Hosani et al., 2015). In high salt acclimated AS9601 cells, many genes coding for components of Photosystem I, Photosystem II and chlorophyll were down-regulated. By contrast, in high salt acclimated PCC 7002, PSI genes were down-regulated but PSII genes were not changed significantly (Ludwig and Bryant, 2012). Similarly, in this study, NATL1A and MED4 also showed heterogeneity in response to low salinity stress.

### Compatible solute and transporters

Cyanobacteria generally use the salt-out strategy for salt acclimation, in which cells maintain low intracellular ion concentration and accumulate compatible solutes to establish turgor (Hagemann, 2011). Compatible solutes are low-molecular-weight organic compounds, with sucrose, glucosylglycerol (GG), glucosylglycerate (GGA) and glycine betaine (GB) being the most common ones utilized by cyanobacteria (Klähn and Hagemann, 2011). *Prochlorococcus* cells probably use GGA and sucrose as their main compatible solutes (Scanlan et al., 2009). 

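The NATL1A gene that the paper names gpgP is NATL1_05721 in the deposited files (positions 516869 to 518197), annotated there as gpmB. It had 21.6 ± 2.64 normalized counts at 28 psu and 37.9 ± 8.61 at 34 psu (SD, n = 3). Its log2 fold change was -0.81 (standard error 0.19, adjusted p = 0.0123 from edgeR's quasi-likelihood test). The call was lost without 28 psu replicate 3 (adjusted p = 0.0685) and without 34 psu replicate 3 (0.0735, edgeR), while the log2 fold change stayed between -0.92 and -0.61. The gene named gpgS is NATL1_09131 (positions 843955 to 845142), which overlaps another gene. It had 183 ± 11.8 normalized counts at 28 psu and 246 ± 23.0 at 34 psu (SD, n = 3), and all 3 cultures at 28 psu lay below those at 34 psu. Its log2 fold change of -0.43 (standard error 0.15) did not pass the threshold (adjusted p = 0.0674 from edgeR's quasi-likelihood test), while DESeq2 called it (0.0475), as did edgeR's test without 28 psu replicate 1 (0.0445). In the authors' deposited table, gpgS has an unadjusted p of 0.012 and a false discovery rate of 0.0793.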

In NATL1A, we observed significant decrease in transcript abundance of the GGA synthesis genes (*gpgP*, encoding glucosyl-phosphoglycerate phosphatase, and *gpgS*, encoding glucosyl-phosphoglycerate synthase) in the low salinity acclimated cells compared to control cells (Table 4). However, we did not observe significant change on the sucrose synthesis gene *spsA* (encoding sucrose phosphate synthase). Moreover, in MED4, all the three genes did not show significant change in transcript abundance. These results suggest that, to cope with low salinity stress, NATL1A probably reduced the concentration of intracellular compatible solute GGA, while MED4 did not reduce the concentration of the compatible solutes. 

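The spsA gene of NATL1A, annotated as sps (NATL1_21951, positions 1853939 to 1856047), had 192 ± 18.2 normalized counts at 28 psu and 213 ± 32.3 at 34 psu (SD, n = 3). The cultures of both salinities overlapped, and the log2 fold change was -0.15 (standard error 0.16, adjusted p = 0.609 from edgeR's quasi-likelihood test).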

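In MED4, the counterpart of gpgP (PMM0515, annotated as cobC) had a log2 fold change of 0.20 (standard error 0.22, adjusted p = 0.668 from edgeR's quasi-likelihood test). That of gpgS (PMM0962, which overlaps another gene) was -0.15 (standard error 0.16, adjusted p = 0.672, same edgeR test), and 0.07 when the libraries were scaled by total counts alone. That of spsA (PMM1711, annotated as sps and overlapping another gene) was -0.38 (standard error 0.24, adjusted p = 0.409, same edgeR test). The cultures of both salinities overlapped in all 3 genes, and no fit with a library left out called any of them. The difference between the strains in these genes was not tested.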

Again, this different observations may be due to that the two strains were at different stress level when growing in the medium with salinity 28 psu. In another study, high salt acclimated *Prochlorococcus* AS9601 cells up-regulated the *gpgS* gene and a sodium transporter, suggesting that active extrusion of sodium ions and accumulation of GGA are involved in AS9601 acclimation to high salt stress (Al-Hosani et al., 2015). Together, these results suggests that compatible solute GGA may play an important role in the adaptation of *Prochlorococcus* to salinity changes.

**Table 4:** Expression change on genes responsible for compatible solute biosynthesis.

	NATL1A			MED4		
	Locus	*p-*Value	log_2_FC	Locus	*p*-Value	log_2_FC
*gpgP*	NATL1_05721	0.001	−0.809	PMM0515	0.367	0.214
*gpgS*	NATL1_09131	0.012	−0.431	PMM0962	0.476	−0.132
*spsA*	NATL1_21951	0.421	−0.147	PMM1711	0.143	−0.371

Na^+^/H^+^ antiporter is closely related to plant salinity tolerance, and it is one of the critical factors of plant salt tolerance. To adapt to a high salt environment, plants will reduce the plasma membrane Na^+^ level through Na^+^/H^+^ antiporter (Apse et al., 1999; Hasegawa et al., 2000). Besides, cyanobacteria cells involved in salt stress tolerance was correlated with the activity of Na^+^/H^+^ antiporter (Allakhverdiev et al., 1999, 2000). However, in this study, the transcript level of Na^+^/H^+^ antiporter (*nhaP*) was increased under low salinity stress in NATL1A cells (Table 2). It is not clear what is the mechanism involved in this phenomenon. 

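The nhaP gene (NATL1_05281, positions 478802 to 480046) had 45.2 ± 10.4 normalized counts at 28 psu and 29.7 ± 3.72 at 34 psu (SD, n = 3), and its annotated positions overlap another gene. The log2 fold change was 0.60 (standard error 0.19, adjusted p = 0.0466 from edgeR's quasi-likelihood test), close to the threshold. It was not called by DESeq2 (0.0642), by edgeR with median-of-ratios size factors (0.0519) or with total counts alone (0.742). With a library left out, it passed only without 28 psu replicate 2 (0.0214, edgeR), and the other 5 fits gave adjusted p from 0.0674 to 0.167.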

Perhaps the increasing expression of Na^+^/H^+^ antiporter would help to reduce the cytoplasm Na^+^ level which has already adapted to high salinity level of seawater.

### Iron transporter and molecular chaperone

Interestingly, a periplasmic ABC-type Fe^3+^ transporter (*afuA/idiA/futA*) was up-regulated in low salinity acclimated cells of both NATL1A and MED4, compared to control cells. Moreover, NATL1A also up-regulated a ferric uptake regulator (NATL1_19031). It has been demonstrated that the transcript levels of *idiA* gene in *Synechococcus* PCC 6301 and *Prochlorococcus* MED4 were increased under iron deficiency conditions (Michel et al., 1999; Webb et al., 2001; Thompson et al., 2011). This suggests that cells may be iron-limited under low salt-stress. 

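In NATL1A, afuA (NATL1_16181, positions 1322162 to 1323187) had 106 ± 7.31 normalized counts at 28 psu and 45.9 ± 12.3 at 34 psu (SD, n = 3). The log2 fold change was 1.21 (standard error 0.18, adjusted p = 0.000434 from edgeR's quasi-likelihood test), and the gene was called with each library left out, at log2 fold changes between 1.06 and 1.44. Its MED4 counterpart, annotated as futA, sfuA and idiA (PMM1164, positions 1116122 to 1117144), had 142 ± 29.0 normalized counts at 28 psu and 73.9 ± 14.2 at 34 psu (SD, n = 3). The log2 fold change was 0.94 (standard error 0.20, adjusted p = 0.0184 from edgeR's quasi-likelihood test). This call was lost without 34 psu replicate 1 (0.0867) and without 34 psu replicate 3 (0.0827, edgeR), where the log2 fold changes were 0.80 and 0.97.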

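The ferric uptake regulator NATL1_19031 (positions 1565931 to 1566335) had 204 ± 29.9 normalized counts at 28 psu and 112.5 ± 5.08 at 34 psu (SD, n = 3). Its log2 fold change was 0.85 (standard error 0.16, adjusted p = 0.00201 from edgeR's quasi-likelihood test), and between 0.76 and 0.95 with each library left out, called in every such fit. With total counts alone it was 0.63 and did not pass (adjusted p = 0.262, edgeR).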

Previously, *afuA* was found to be down-regulated in high salt stressed cells of *Prochlorococcus* AS9601 (Al-Hosani et al., 2015). The authors attributed this to the reduced expression of iron required proteins under high salt condition. They also concluded that AS9601 was not iron limited because no difference in ferredoxin expression level was found between salt acclimated cells and control cells. It has been also revealed that iron requirement and siderophore production in cells is lower under high salinity (Boyle et al., 1977; Ruebsam et al., 2018). Together, these results indicates that there is a tight link between iron requirement and salt conditions in *Prochlorococcus*. However, the gene *isiB* (flavodoxin), which was induced in low iron stress (Erdner and Anderson, 1999; McKay et al., 1999), was not observed to be up-regulated in this study (Table 3). Hence, the specific relationship between low salinity stress and iron homeostasis remains to be investigated.

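The log2 fold change of isiB in MED4 (PMM1171, positions 1121029 to 1121553) was -0.54 (standard error 0.24, adjusted p = 0.242 from edgeR's quasi-likelihood test), with 275 ± 117 normalized counts at 28 psu and 399 ± 37.7 at 34 psu. The value rested on single libraries: it was -0.26 without 28 psu replicate 1, and -0.89 without 28 psu replicate 2, where it passed the threshold (adjusted p = 0.0302, edgeR). In NATL1A, the gene annotated as isiB (NATL1_16491, described as a hypothetical protein) had a log2 fold change of -0.13 (standard error 0.18, adjusted p = 0.701, edgeR). In both strains the cultures of the 2 salinities overlapped.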

Up-regulated expression of *dnaK* was observed in both MED4 and NATL1A, which suggests that this gene could play a role in low salinity acclimation (Tables 2, 3). However, the molecular chaperone *dnaK* is one of the key factors for salt stress tolerance in halophiles, and over expression of *dnaK* can greatly reduce the growth lag period of the bacteria, allowing them to grow normally under salt stress (Sugimoto et al., 2003). 

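Each strain carries several dnaK paralogs, between which the counting could have split reads, so these values are uncertain. In NATL1A, the dnaK gene NATL1_09851, which overlaps another gene, had a log2 fold change of 0.67 (standard error 0.18, adjusted p = 0.0227 from edgeR's quasi-likelihood test). The call was lost without 28 psu replicate 3 (0.0685), 34 psu replicate 1 (0.094) and 34 psu replicate 2 (0.0994, edgeR). The gene NATL1_21861, annotated as DnaK2, had a log2 fold change of 0.62 (standard error 0.22, adjusted p = 0.0735, edgeR), the salinities overlapped, and the change was 0.27 without 28 psu replicate 1. Without 28 psu replicate 3 it passed the threshold (0.0422, edgeR). In MED4, dnaK2 (PMM1704) had a log2 fold change of 0.34 (standard error 0.15, adjusted p = 0.256, edgeR), and dnaK (PMM0897) one of -0.19 (standard error 0.21, adjusted p = 0.682, edgeR). The value of PMM0897 depended on single libraries, with -0.39 without 28 psu replicate 2 and -0.00062 without 34 psu replicate 2. Both MED4 genes overlap another gene, and neither was called by DESeq2 or with any library left out.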

Fukuda et al. (2001, 2002) cloned the *dnaK* gene from *Tetragenococcus halophila* JCM5888 and introduced it into *E. coli*, and found that the *dnaK* transcript abundance was increased approximately 3.5-fold under salt stress. Meanwhile, *dnaK* was also found to be present in the halotolerant cyanobacterium *Aphanothece halophytica* (Hibino et al., 1999). The gene product of *dnaK*, heat shock protein hsp70, likely plays an important role in stress resistance, no matter it is low salinity stress or high salt stress.

### Highly differentially expressed genes

When the filter criterion was changed from only meeting the value of *p* (*p* < 0.05) to meeting both value of *p* and log2fold change with values greater than 1 (high induction) or less than-1 (high inhibition), there were 81 and 30 highly differentially expressed genes in NATL1A and MED4, respectively. These number are comparable to the previous study on *Prochlorococcus* AS9601, in which 69 highly differentially expressed genes were found in high salt acclimated cells compared to control cells (Al-Hosani et al., 2015). 

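With an adjusted p of 0.05 and a log2 fold change above 1 or below -1, 76 NATL1A genes and 19 MED4 genes were highly differentially expressed. The NATL1A number was 47 with total counts alone and between 53 and 103 with a library left out. The MED4 number was 29 with total counts alone, 24 with DESeq2, 31 without 28 psu replicate 2, 30 without 28 psu replicate 3, 10 without 34 psu replicate 2 and 11 without 34 psu replicate 3. Of the 81 genes of Supplementary Table S1, 79 were tested, all in the listed direction, and 75 passed the threshold on p over all tested genes, with 79 when adjusted over the list alone. For the 30 genes of Supplementary Table S2, 29 were tested, all in the listed direction, with 18 and 29 past the threshold, and the first number was 9 without 34 psu replicate 2 and 10 without 34 psu replicate 3. The study chose both lists on these samples, so the directions and the adjustment over a list alone are not independent evidence.

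**Figure D3:**
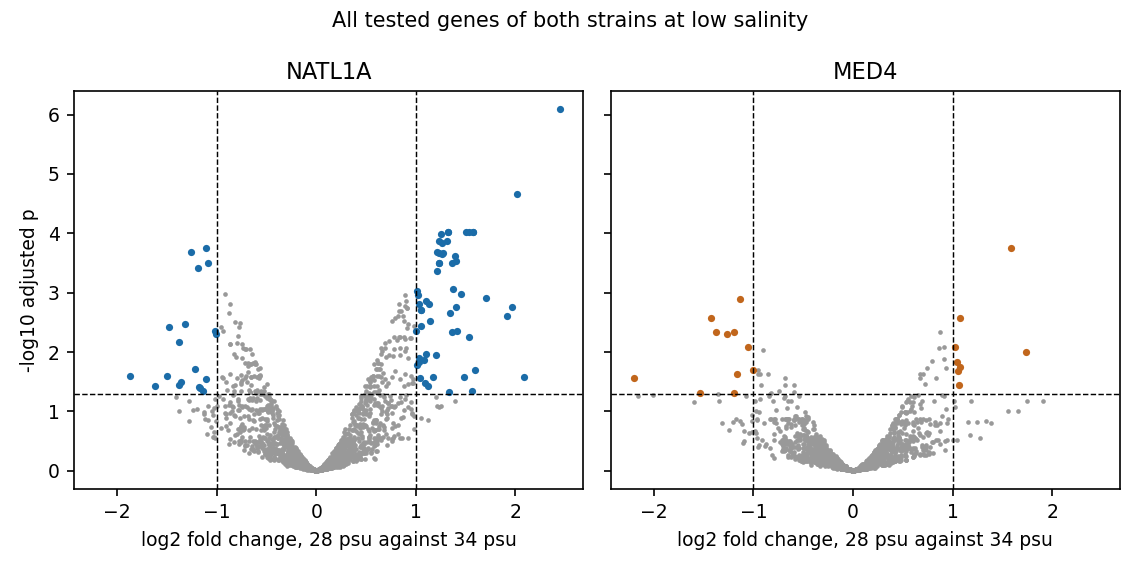
Adjusted p (as -log10, vertical axis) against log2 fold change (28 psu against 34 psu, horizontal axis) of the 1749 tested genes of NATL1A and the 1500 of MED4. Each point is a gene, the dashed lines mark an adjusted p of 0.05 and log2 fold changes of -1 and 1, and the 76 and 19 genes beyond both are coloured.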

In NATL1A, 22 genes were down-regulated and 59 were up-regulated, while in MED4, 17 genes were down-regulated and 13 were up-regulated. 

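By direction, 57 of the highly changed NATL1A genes were induced and 19 repressed, and 8 of those of MED4 were induced and 11 repressed. With 28 psu replicates 1, 2 and 3 and 34 psu replicates 1, 2 and 3 left out in turn, the repressed numbered 15, 40, 8, 17, 12 and 7 in NATL1A and 7, 20, 20, 10, 6 and 6 in MED4, and the induced 9, 11, 10, 4, 4 and 5 in MED4. Among genes past the adjusted threshold whose cultures did not overlap, the largest rises in NATL1A were those of wza (NATL1_08781, 2.45), NATL1_13941 (2.09), NATL1_08591 (2.01), NATL1_08811 (1.96) and NATL1_17971 (1.92). For wza, the normalized counts were 90.8 ± 9.44 at 28 psu and 16.7 ± 3.04 at 34 psu (SD, n = 3), and its adjusted p from edgeR's quasi-likelihood test was 8.09e-07. The largest falls were those of NATL1_06171 (-1.87), NATL1_05681 (-1.62), NATL1_18471 (-1.50), NATL1_13731 (-1.48) and NATL1_08021 (-1.38). Of these 10 genes, wza, NATL1_08591, NATL1_08811, NATL1_17971 and NATL1_13731 were called with each library left out. The other 5 had at most 49 counts in a library, and NATL1_05681 overlaps another gene, as PMM1429 and PMM1359 of MED4 below do. NATL1_13941 passed only without 28 psu replicate 2 (adjusted p = 0.0332) and 34 psu replicate 2 (0.0228), NATL1_06171 without 28 psu replicate 1 (0.0488) and 28 psu replicate 2 (0.0431), NATL1_05681 without 28 psu replicate 2 (0.0422), NATL1_18471 without 28 psu replicate 2 (0.0413) and 34 psu replicate 2 (0.0407), and NATL1_08021 in none of these edgeR fits. By the same limits, the largest rises in MED4 were those of PMM0348 (1.74), PMM0087 (1.59), PMM1602 (1.08), rpmJ and PMM1429 (1.06), and the largest falls those of PMM2003 (-2.20), PMM1894 (-1.53), PMM1359 (-1.43), PMM0316 and the signal recognition particle RNA ffs (-1.26). For PMM0087, the normalized counts were 262 ± 47.4 and 87.3 ± 7.5 (SD, n = 3), and its adjusted p from edgeR's quasi-likelihood test was 0.000179. Changes of like or larger size that did not pass edgeR's quasi-likelihood test were not ranked, among them those of PMM0814 (1.91, adjusted p = 0.0673), rpsM (1.74, 0.0663), PMM1961 (-2.16, 0.0542) and tRNA-Gly1 (-2.01, 0.0534), picked out after their values were seen. DESeq2 called PMM0814 (0.0488) and tRNA-Gly1 (0.0315), and the rise of rpsM was 0.40 without 28 psu replicate 1. With a library left out, edgeR called rpsM without 28 psu replicate 2 (adjusted p = 0.0302) and 28 psu replicate 3 (0.004) and tRNA-Gly1 without 28 psu replicate 2 (0.0239). The rise of PMM0348 was 1.30 without 28 psu replicate 1, the culture with its highest count, and that of PMM1429 was 0.69 without 28 psu replicate 3. With a library left out, PMM1429 passed only without 28 psu replicate 1 (adjusted p = 0.0201) and 28 psu replicate 2 (0.0389), PMM2003 without 28 psu replicate 3 (0.0384) and 34 psu replicate 1 (0.0355), and PMM1894 without 28 psu replicate 2 (0.0342), each by edgeR's test.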

There was no apparent gene enrichment pattern observed among these highly differentially expressed genes (Supplementary Tables S1, S2). For example, in low-salinity stress cells of NATL1A, many genes were highly inhibited, which were related to posttranslational modification (NATL1_02111 and NATL1_13731), signal transduction mechanisms (*typA*), cell envelope biogenesis, outer membrane (NATL1_08371 and NATL1_04491), translation, ribosomal structure and biogenesis (*rpsR*), coenzyme metabolism (*folE*), energy production and conversion (*atpC*), and amino acid transport and metabolism (*proA*). Nevertheless, in salinity acclimated cells of MED4, some other genes appear to be repressed, which were those involved in energy production and conversion (PMM0316), secondary metabolites biosynthesis, transport, and catabolism (PMM0280), DNA replication, recombination, and repair (*ruvC*), lipid metabolism (*des, yocE*) and posttranslational modification (PMM1006).

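Each functional category was tested for an excess or a lack of highly changed genes among all tested genes of the strain by Fisher's exact test, two-sided. No category passed after Benjamini-Hochberg adjustment, and the smallest adjusted p from Fisher's exact test in NATL1A was 0.478. It belonged to translation, where highly changed genes were rarer than elsewhere (odds ratio 0.17), and to a category with only 1 tested gene. Genes outside the functional categories made up 40 of the 76 highly changed NATL1A genes (odds ratio 2.03, Fisher's exact p = 0.00313, 0.0752 adjusted over all groups) and 11 of the 19 of MED4 (odds ratio 3.09, Fisher's exact p = 0.0214, adjusted 0.513).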

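Of the NATL1A genes named for high repression, NATL1_02111 had 1, 1 and 3 counts at 28 psu and 9, 12 and 8 at 34 psu, too few to pass the filter, so it was tested only without the filter (adjusted p = 0.0366, edgeR's quasi-likelihood test). The log2 fold changes of the others were -1.48 for NATL1_13731, -1.32 for typA (NATL1_07981), -1.26 for NATL1_08371, -1.19 for NATL1_04491, -1.14 for rpsR (NATL1_10131), -1.11 for folE (NATL1_18971) and -1.02 for proA (NATL1_06461), with adjusted p from 0.000179 for folE to 0.0455 for rpsR (edgeR's quasi-likelihood test). All were called with each library left out except rpsR, which passed only without 28 psu replicate 2 (0.0466, edgeR) and whose log2 fold change was -0.80 without 28 psu replicate 1. Annotated positions of NATL1_02111, NATL1_08371, NATL1_04491 and proA overlap those of another gene.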

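In MED4, PMM0316 (positions 302812 to 303174), described as a possible ferredoxin, had 30.1 ± 8.43 normalized counts at 28 psu and 78.1 ± 15.5 at 34 psu (SD, n = 3). Its log2 fold change was -1.38 (standard error 0.23, adjusted p = 0.00453 from edgeR's quasi-likelihood test). The log2 fold changes were -1.20 for PMM0280 (adjusted p = 0.00453), -1.19 for ruvC (PMM1054, 0.0489), -1.08 for the gene annotated as des,yocE (PMM1378, 0.055) and -1.06 for PMM1006 (0.00837), each adjusted p from edgeR's quasi-likelihood test. The des,yocE gene passed under DESeq2 (0.043) and without 28 psu replicate 3 (0.0384, edgeR), ruvC passed only without 28 psu replicate 3 (0.0344, edgeR) when a library was left out, and PMM1006 was lost without 34 psu replicate 3 (0.0579, edgeR). The calls of PMM0316 and PMM0280 held with each library left out.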

## Conclusion

*Prochlorococcus* is the most abundant phototroph in the ocean. This organism has been adapted to open ocean areas with stable salt concentrations, and barely found in nearshore and estuarine waters with lower and variable salt concentrations. In this study, we showed that the lowest salinities for acclimation of high-light adapted *Prochlorococcu*s strain MED4 and low-light adapted strain NATL1A were 25 psu and 28 psu, respectively. The optimal growing salinity of both MED4 and NATL1A were from 30 to 40 psu. Global transcriptome analysis showed that the two strains responded differently to low salinity stress. First, far more genes of NATL1A were impacted than those of MED4 in low salinity acclimated cells, suggesting NATL1A was more intensively stressed than MED4 under salinity 28 psu. Second, compared to control, low salinity acclimated cells of NATL1A repressed the expression of genes involved in translation, ribosomal structure and biogenesis and ATP production, but enhanced photosynthesis, while MED4 regulated these pathways in an opposite way. To cope with low salinity, NATL1A also reduced the transcript abundance of genes involved in compatible solute GGA, while MED4 did not. Interpreting from a previous study and this study, a tight link between iron transportation and salt condition was verified, with high salinity stressed cells coupling with up-regulation of iron transporters and low salinity stressed cells coupling with down-regulation of iron transporters. This study demonstrated the regulations of global transcriptome of *Prochlorococcus* under low salinity stress and the mechanisms within those regulations warrant further investigation.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195946.

## Author contributions

SH, JD, and LL designed the experiments. XH and HL performed the experiments and analyzed the data. SH and XH wrote the manuscript. JD and LL provided resources and supervision. All authors contributed to the article and approved the submitted version.

## Funding

This study was funded by the National Natural Science Foundation of China [grant number 42176116, 41576126]; Key Special Project for Introduced Talents Team of Southern Marine Science and Engineering Guangdong Laboratory (Guangzhou) [GML2019ZD0404]; the Natural Science Foundation of Guangdong Province [grant number 2017A030306020]; the Youth Innovation Promotion Association [grant number 2018377]; and the Rising Star Foundation of the South China Sea Institute of Oceanology [grant number NHXX2019ST0101].

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Acclimation and stress response of Prochlorococcus to low salinity
**Source:** Front Microbiol. 2022 Oct 13;13:1038136. doi: 10.3389/fmicb.2022.1038136
**Supplement:** Supplementary file 1

**Supplementary material**

**Acclimation and stress response of *Prochlorococcus* to low salinity**

Xiayu He^1,2^, Huan Liu^1,2,^ Lijuan Long^1,3^, Junde Dong^1,3^, Sijun Huang^1,3*^

**Table S1. Highly differentially expressed genes in low salinity acclimated cells of NATL1A using a false discovery rate (*p*-value < 0.05) and log_2_fold change values > 1 and < -1**

**Table S2. Highly differentially expressed genes in low salinity acclimated cells of MED4 using a false discovery rate (*p*-value < 0.05) and log_2_fold change values > 1 and < -1**

| **Gene Name** | | **Definition** | | **Cyanobase functional category** | ***p*-value** | **logFC** | **Regulation** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| PMM0814 | | Possible Cytochrome oxidase c subunit VIb | | Not in COGs | < 0.001 | 1.927 | Up |
| rps13,rpsM | | 30S ribosomal protein S13 | | Translation, ribosomal structure and biogenesis | 0.001 | 1.774 | Up |
| PMM0348 | | Possible Spectrin repeat | | Not in COGs | < 0.001 | 1.754 | Up |
| PMM0087 | | Conserved hypothetical protein | | Not in COGs | < 0.001 | 1.601 | Up |
| PMM2013 | | Hypothetical protein | | Not in COGs | 0.001 | 1.206 | Up |
| PMM1602 | | Conserved hypothetical protein | | Not in COGs | < 0.001 | 1.090 | Up |
| rpmJ,rpl36 | | 50S Ribosomal protein L36 | | Translation, ribosomal structure and biogenesis | < 0.001 | 1.081 | Up |
| PMM1881 | | Conserved hypothetical protein | | Not in COGs | < 0.001 | 1.071 | Up |
| PMM1429 | | Conserved hypothetical protein | | Not in COGs | < 0.001 | 1.067 | Up |
| *secE* | | Putative preprotein translocase, SecE subunit | | Not in COGs | < 0.001 | 1.057 | Up |
| PMM0596 | | Putative glucokinase | | Carbohydrate transport and metabolism | 0.002 | 1.039 | Up |
| PMM1400 | | Possible Hemagglutinin-neuraminidase | | Not in COGs | < 0.001 | 1.039 | Up |
| *rnhA* | | Possible ribonuclease HI | | DNA replication, recombination, and repair | 0.001 | 1.033 | Up |
| PMM1006 | | Glutathione peroxidase | | Posttranslational modification, protein turnover, chaperones | < 0.001 | -1.041 | Down |
| *des,yocE* | | Fatty acid desaturase,type 2 | | Lipid metabolism | < 0.001 | -1.062 | Down |
| *pgk,cbbK* | | Phosphoglycerate kinase | | Carbohydrate transport and metabolism | < 0.001 | -1.119 | Down |
| PMM2051 | | Hypothetical protein | | Not in COGs | < 0.001 | -1.140 | Down |
| *ruvC* | Crossover junction endodeoxyribonuclease RuvC | | | DNA replication, recombination, and repair | < 0.001 | -1.178 | Down |
| PMM0280 | | Retinal pigment epithelial membrane protein | | Secondary metabolites biosynthesis, transport, and catabolism | < 0.001 | -1.180 | Down |
| *ffs* | | Signal recognition particle RNA (4.5 S RNA) | | Not in COGs | < 0.001 | -1.252 | Down |
| PMM1028 | | Conserved hypothetical | | Not in COGs | 0.001 | -1.318 | Down |
| PMED4_ncRNA_Yfr11 | | | - | Not in COGs | < 0.001 | -1.335 | Down |
| PMM0316 | | Possible ferredoxin | | Energy production and conversion | < 0.001 | -1.358 | Down |
| PMM1359 | | Conserved hypothetical protein | | Function unknown | < 0.001 | -1.413 | Down |
| PMM1894 | | Conserved hypothetical protein | | Not in COGs | < 0.001 | -1.520 | Down |
| PMM1854 | | Conserved hypothetical protein | | Not in COGs | 0.001 | -1.584 | Down |
| tRNA-Gly1 | | tRNA-Gly | | Not in COGs | < 0.001 | -1.990 | Down |
| PMM1961 | | Conserved hypothetical protein | | Not in COGs | 0.001 | -2.139 | Down |
| PMM2003 | | Conserved hypothetical protein | | Not in COGs | < 0.001 | -2.187 | Down |
| PMM0731 | | Possible COMC family | | Not in COGs | < 0.001 | -3.506 | Down |

How the deposited data were processed for this re-analysis (not part of the article)

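RNA was sequenced from 12 cultures, 6 of strain NATL1A and 6 of strain MED4, with 3 cultures of each strain at salinity 28 psu and 3 at 34 psu. The labels give the strain, the salinity and a replicate number for each culture, and every column of the count tables was matched to its culture by these labels. The labels name no sequencing batch.

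The authors trimmed adapters and low-quality bases with Cutadapt 1.9.1, aligned the reads with Bowtie2 2.1.0 and made the deposited counts per gene with HTSeq 0.6.1p1, with no normalization and without pooling replicates. The strand mode of the counting and the assignment of reads that fall on several genes are not stated in the paper's text, in its supplementary text or in the headers. For this reason genes whose annotated positions overlap were marked, 58 of the 237 NATL1A genes and 5 of the 43 MED4 genes past the adjusted threshold. The log2 fold changes deposited by the authors come from their own differential expression test of 28 psu over 34 psu on these counts, a direction that was checked against the counts. The FDR and unadjusted p values deposited by the authors come from the same test. The authors name the DESeq package for it, while the column headers are those that edgeR writes, and for all 2239 NATL1A and 2042 MED4 genes the deposited FDR equals the Benjamini-Hochberg adjustment of the deposited p value to within 0.001. A shorter deposited list per strain holds 81 and 30 genes, all with an FDR below 0.05 and a log2 fold change beyond 1 in size. The authors also deposited FPKM values next to the counts, which are not used here because counts are given. Gene names, descriptions, positions and functional categories were taken from the authors' tables, and gene lengths from the count tables.

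Counts were analysed separately for each strain in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults, a minimum count of 10 and a minimum total count of 15. Libraries were scaled by TMM, and 28 psu was compared with 34 psu by the quasi-likelihood F test without covariates. A gene was called at a Benjamini-Hochberg adjusted p below 0.05, and as highly changed with a log2 fold change above 1 or below -1 in addition. The standard error of each log2 fold change was taken from the fitted model. Ribosomal, transfer and other non-coding RNA stayed in the fit and in the library sizes.

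Library totals on genes ranged from 4801918 to 7286074 counts in NATL1A and from 3206243 to 4722196 in MED4. The median standard error of a log2 fold change was 0.23 in NATL1A and 0.25 in MED4, which makes changes well under 1 log2 unit hard to call. Between replicate cultures of the same salinity, Pearson's r of the log-scale counts lay between 0.973 and 0.987 in NATL1A and between 0.972 and 0.986 in MED4. Between cultures of different salinity it lay between 0.958 and 0.977, and between 0.967 and 0.979. In the NATL1A library of 28 psu replicate 1, the 23S ribosomal RNA gene rrl took 20.5% and rnpB 16.8% of the counts, and its TMM factor was 0.671, the lowest of the 12. The fit was tested on simulated data with known changes, drawn from the libraries of each strain: 70 of 96 genes changed by 1 log2 unit were recovered with the NATL1A counts and 64 of 97 with the MED4 counts, with 2 false calls in each. With the ribosomal protein genes shifted in simulated counts, camera called that set in both strains, and at an unadjusted p of 0.05 it also called 1 set without a shift in MED4 and 0 in NATL1A. Genes were drawn independently of each other there, while the ribosomal protein genes of NATL1A had an estimated correlation of 0.443. The simulation thus cannot show how camera performs on sets of correlated genes. Genes changed by a smaller step were recovered in 12.1% and 10.2% of cases.

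The gene sets, their tests, the comparisons, the rule for naming genes and the alternatives were fixed before the data were examined, apart from those named below. The sets follow the contrast that the paper found in these same samples, so their tests are not independent evidence of it. Sets were defined by the description of each gene: ribosomal proteins, without the enzymes that modify or mature them, ATP synthase, photosystem I and II, and NADH dehydrogenase with cytochrome oxidase. Each set was tested with camera from limma 3.58.1 at a preset correlation between genes of 0.01, and with fry beside it, and p was adjusted over the 8 tests of both strains. The difference between the strains was tested on the mean log2 level of a set per culture, centred within each strain, by all permutations of the strain labels within each salinity. Because of the centring, the permutation p is approximate. Genes with the same symbol in both strains were paired to compare the log2 fold changes across genes. Functional categories were counted without a test, and tested only for highly changed genes, by Fisher's exact test. The lists of Tables 2 and 3 and Supplementary Tables S1 and S2 were compared in direction and threshold.

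A gene is named where the paper names it in its results text or in Table 4, or where it is among the 5 largest rises or the 5 largest falls of a strain past the adjusted threshold with non-overlapping cultures. The values in the paper's tables had been seen when this rule was written. Other genes are given as counts, ranges and medians, and those named outside the rule are marked as picked out after their values were seen.

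The alternatives were DESeq2 1.42.0 in place of edgeR, median-of-ratios size factors, total counts alone, no filter beyond a count of 1, leaving out ribosomal, transfer and other non-coding RNA, leaving out each library in turn, the replicate number as a block, the unadjusted threshold, fry in place of camera, and the mean in place of the median of a set. An exact test in edgeR without a filter and camera with the correlation estimated from the data were added after the data were seen. Random lists of tested genes, matched on length and expression among the 30 nearest genes, were drawn 10000 times with a fixed seed. Growth curves, quantum yields and the supplementary figures were not analysed here.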

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

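Of the tests in this part, only the correlation between genes estimated from the data was chosen after the results were seen. The gene sets follow the contrast that the paper found in these same samples, so their tests are not independent evidence of it.

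The ribosomal protein genes differed between the strains: the change from 34 to 28 psu was lower in NATL1A than in MED4 by a difference of -0.58 on the log2 scale (approximate permutation p = 0.005, the smallest that 400 permutations can give, 0.02 after adjustment over 4 sets). Set levels of all 3 NATL1A cultures were lower at 28 psu (-0.29 to -0.02) than at 34 psu (0.06 to 0.37), and those of all 3 MED4 cultures higher (0.03 to 0.18 against -0.15 to -0.09). A trend with gene length or expression level is argued against in both strains, since 10000 random lists of genes with like length and expression had central 95% ranges of -0.02 to 0.27 in NATL1A and -0.07 to 0.18 in MED4. Against these lists, the ribosomal protein medians stood at percentile 0 and percentile 99.79. A scaling factor moves all genes of a library alike and cannot set these genes apart from the others: with total counts alone, the sets stood at -0.39 and 0.25 relative to the median of all genes. In MED4, the 33 other tested genes of the translation and transcription machinery also rose, with a median of 0.15, above the 95% range of matched lists (-0.15 to 0.13, percentile 98.27). A link to growth rate would give this rise only if MED4 grew faster at 28 psu. The optimal salinity range that the paper gives for MED4 lies above 28 psu, and the paper reports a lower quantum yield below 34 psu. Both go against faster growth at 28 psu, but the growth of these cultures was not analysed here, so a link to growth rate is not excluded. In NATL1A, the 34 such genes had a median of -0.11, inside the range of matched lists (-0.13 to 0.17, percentile 4.43), with 14 higher, 20 lower and 4 called, all lower. There, growth rate and a change limited to ribosomal proteins cannot be told apart, because the median lies near the edge of the matched range and the ribosomal protein genes move together between cultures. Whether salinity acts through growth, through stress or otherwise was not tested, and neither was a difference between the strains in handling. Chance in the grouping of the 6 cultures cannot be excluded in either strain: of 10 possible splits, 3 in NATL1A and 1 in MED4 gave a set test as strong, and 10 splits cannot give a share below 0.1.

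The ATP synthase genes differed between the strains by -0.50 (approximate permutation p = 0.02, adjusted 0.04). Set levels of the NATL1A cultures were -0.39 to 0.05 at 28 psu and 0.10 to 0.35 at 34 psu, and those of the MED4 cultures overlapped (-0.09 to 0.12 and -0.09 to 0.03). With total counts alone, the NATL1A median was -0.57 relative to all genes. Of the 17 genes from NATL1_18381 to NATL1_18541 (positions 1500122 to 1515556, a region picked out after its values were seen), 5 were called lower and 1 higher, and 6 were higher in direction. Reads shared by overlapping genes were not tested as a source of the change. These genes do not change independently, and the estimated correlation of 0.679 between them keeps a change of a single transcript open. Chance in the grouping of the cultures cannot be excluded, with 3 of 10 splits as strong in each strain. A biological difference between the strains remains a hypothesis.

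Genes that the paper neither lists in a table nor names were called: 122 in NATL1A (73 induced, 49 repressed, 36 without a functional category, median size of change 0.71) and 19 in MED4 (9 induced, 10 repressed, 6 without a category, 0.82). Calls of the same genes are also in the authors' deposited tables at an FDR below 0.05, all 122 and all 19. None of them is a ribosomal, transfer or other non-coding RNA gene, and NATL1_19081 of NATL1A, picked out after its value was seen, was highly changed (log2 fold change 1.00). Annotated positions of 35 of the 122 and 3 of the 19 overlap another gene, so reads shared between genes stay open for these. No biological explanation was tested. The number of calls in all depends on single libraries, with 102 to 260 in NATL1A and 12 to 94 in MED4 when a library is left out.

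More genes were called in NATL1A than in MED4. Sequencing depth is argued against as the cause, because thinning the NATL1A counts at 28 psu to 77.6% (100% at 34 psu, where NATL1A had no more counts on protein-coding genes) left a median of 229.5 calls over 20 draws (222 to 249), above the largest number of any MED4 fit with a library left out, 94. The spread between replicates cannot be told apart from a larger response in NATL1A: beyond their standard errors, the log2 fold changes had an SD of 0.43 in NATL1A and 0.33 in MED4, and the ranges with a library left out overlap (0.40 to 0.50 and 0.30 to 0.41). With total counts alone the order turned around (63 and 78), under a scaling that shifts all genes, and 67 of the 78 were then induced. In each strain 1 of 10 splits, the real split, gave as many called and highly changed genes. The 9 other splits, which mix the salinities, gave 0 called and 0 highly changed genes in each strain. With 10 splits chance still cannot be excluded. The photosystem genes reached as strong a set test in 8 of 10 splits in NATL1A and 1 of 10 in MED4, and the NADH dehydrogenase and cytochrome oxidase genes in 2 and 9, so chance cannot be excluded for these either.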

How the results depend on the processing

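The edgeR exact test without a filter and the set test with the correlation estimated from the data were chosen only after the results were seen, and the other alternatives were not. FPKM settings (pseudocount, low-value filter, scaling) were not run, since counts are given.

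No gene called in either strain changed its sign under DESeq2, the other scalings, the other filters, the replicate block or with a library left out. Over the alternatives fixed in advance, counts of genes stayed within 1.5 times the reported number in 347 of 568 comparisons over 44 counts, and moved further in 221. The 8 gene sets kept direction and side of the threshold in 104 of 112 comparisons, weakened to the other side in 1, strengthened in 2 and turned around in 5. The 68 named genes kept both in 720 of 883 comparisons, fell below the threshold in 112, rose above it in 50 and turned around in 1. With the alternatives added later, counts stayed within 1.5 times in 7 of 12 comparisons and sets kept their call in 4 of 8.

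Scaling by total counts alone moved the median of all tested genes by -0.19 in NATL1A and by 0.20 in MED4. In NATL1A it gave the lowest number of called genes and of highly changed genes of all alternatives. There, 63 genes (33 induced, 30 repressed) were called in place of 237 (144 and 93), 47 in place of 76 were highly changed, and 177 of the 237 calls were lost. Translation genes numbered 0 induced and 5 repressed in place of 2 and 19, induced energy genes 1 in place of 10, Table 2 genes 14 in place of 43, and Table S1 genes 42 in place of 75. Other counts of NATL1A changed little or rose, with 18 in place of 19 highly repressed genes, 6 in place of 5 repressed energy genes and 6 in place of 4 called ATP synthase genes. In MED4, 78 genes (67 induced, 11 repressed) were called in place of 43 (20 and 23), and 29 in place of 19 were highly changed. Translation genes numbered 13 induced and 0 repressed in place of 2 and 1, energy genes 6 and 1 in place of 1 and 2, and Table 3 genes 22 in place of 8. The MED4 median of the NADH dehydrogenase and cytochrome oxidase genes turned from -0.03 to 0.17, which is -0.03 relative to all genes, and PMM0962 turned from -0.15 to 0.068, so the shift of all genes accounts for both turns. The cause of the lower NATL1A count was not tested.

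At an unadjusted p of 0.05, 494 NATL1A genes were called, with 7 induced and 32 repressed translation genes, 20 induced and 10 repressed energy genes, and 72 Table 2 genes. In MED4, 265 genes were called and 48 were highly changed, with 22 induced and 2 repressed translation genes, 8 and 6 energy genes, 46 Table 3 genes and 29 Table S2 genes. These numbers are larger because the threshold is looser.

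DESeq2 gave 74 MED4 genes, with 6 induced translation genes, 2 induced energy genes and 14 Table 3 genes, and 231 NATL1A genes. Median-of-ratios size factors left 0 repressed MED4 translation genes in place of 1, and leaving out ribosomal, transfer and other non-coding RNA gave 5 induced ones in place of 2. Without a filter, the MED4 photosystem genes passed the unadjusted threshold of camera, at a median of -0.20. The exact test gave 67 MED4 genes, 29 of them highly changed, and 259 NATL1A genes. The cause was not tested for any of these.

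For the sets, fry did not call the NATL1A ribosomal protein genes (median -0.34) and called the MED4 photosystem genes (-0.19). With the estimated correlation, camera no longer called the ribosomal protein genes of either strain (-0.34 and 0.26) or the ATP synthase (-0.53) and NADH dehydrogenase and cytochrome oxidase genes (0.21) of NATL1A. The estimate was 0.443 for the ribosomal protein and 0.679 for the ATP synthase genes of NATL1A. It was only 0.0566 for the ribosomal protein genes of MED4. For the NADH dehydrogenase and cytochrome oxidase genes of NATL1A it was 0.0272. The cause of the lost calls was not tested. As a mean, the MED4 NADH dehydrogenase and cytochrome oxidase genes stood at 0.027 in place of a median of -0.03.

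Equally numbered cultures of both salinities share only a number: their deviations correlated at 0.0597, 0.205 and 0.0772 in NATL1A and at 0.0853, 0.0640 and 0.0801 in MED4. All 6 values lie above 0, and a weak link between equal numbers is not excluded. With the replicate block, 239 NATL1A genes and 72 MED4 genes were called, 29 of the latter highly changed, with 4 induced MED4 translation genes. The block called all 43 MED4 genes and 214 of the 237 NATL1A genes. It called no further gene set and lost none.

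With each library left out in turn, the lowest and highest values in NATL1A were 102 and 260 genes called, 53 and 103 highly changed, 0 and 5 induced and 5 and 21 repressed translation genes, 3 and 12 induced and 2 and 8 repressed energy genes, 15 and 46 Table 2 genes, and 54 and 68 Table S1 genes. The lowest count of calls came without 34 psu replicate 2, with 120 without 28 psu replicate 3 and 122 without 34 psu replicate 3. The photosystem median lay between -0.11 (without 34 psu replicate 3) and 0.062 (without 34 psu replicate 1), and also turned around without 28 psu replicate 2 (0.026). In MED4, the values were 12 and 94 genes called, 10 and 31 highly changed, 0 and 7 induced and 0 and 1 repressed translation genes, 0 and 4 induced and 1 and 4 repressed energy genes, 1 and 17 Table 3 genes, and 9 and 22 Table S2 genes. The fits behind the MED4 counts of calls were those without 34 psu replicate 3 (12), 34 psu replicate 2 (13), 34 psu replicate 1 (23), 28 psu replicate 1 (25), 28 psu replicate 2 (69) and 28 psu replicate 3 (94). The MED4 median of the NADH dehydrogenase and cytochrome oxidase genes lay between -0.11 and 0.0077, the latter without 34 psu replicate 2. Pearson's r across the 437 shared genes lay between -0.017 (without 28 psu replicate 3) and 0.069 (without 34 psu replicate 3), and was below 0 without 28 psu replicate 2 (-0.015) and 34 psu replicate 1 (-0.0078) as well. Fewer samples lower the number of calls by construction, while the cause of the higher counts was not tested. The ribosomal protein genes of both strains and the ATP synthase and NADH dehydrogenase and cytochrome oxidase genes of NATL1A passed camera in all 6 fits.

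The filter on low counts left 490 NATL1A genes and 542 MED4 genes untested. With 3 cultures per salinity at this depth, most changes well under 1 log2 unit are not detectable, so a gene or category below the threshold is not shown to be unchanged.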

Differences from the paper's values

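The edgeR exact test without a filter was chosen only after the values were seen. The 13 alternatives set before the data were examined are DESeq2, median-of-ratios size factors, total counts only, no filter, leaving out ribosomal, transfer and other non-coding RNA, leaving out each of the 6 libraries, the replicate block and the unadjusted p. Below, a count is said to differ where the larger value is more than 1.5 times the smaller, or where the smaller is 0 and the larger is not, so counts that do not differ are close and not always equal.

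The paper gives 525 changed NATL1A genes (286 induced, 239 repressed) and 277 changed MED4 genes (146 induced, 131 repressed) at a p below 0.05, while 237 (144 and 93) and 43 (20 and 23) passed the adjusted threshold here. For all 6 of these values, the unadjusted p (494 and 265 genes) does not differ and the other 12 alternatives do. At an unadjusted p, the authors' deposited table holds 525 (285 induced, 240 repressed) and 277 genes (146 and 131), and the exact test, chosen after seeing the values, gives 526 and 276 and drops 6 and 12 of the genes that table calls.

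For highly changed MED4 genes, the paper gives 30, with 13 induced and 17 repressed, against 19, with 8 and 11, here. The total does not differ under DESeq2 (24), total counts only (29), no filter, leaving out non-coding RNA, leaving out 28 psu replicate 2 (31) or 28 psu replicate 3 (30), or the replicate block (29), and differs under the other 6. The induced number does not differ under DESeq2, no filter, leaving out non-coding RNA, leaving out 28 psu replicate 1, 2 or 3, or the replicate block, and differs under the other 6. The repressed number does not differ under DESeq2, no filter, leaving out non-coding RNA, leaving out 28 psu replicate 2 or 3, or the replicate block, and differs under the other 7. The exact test, chosen after seeing the values, gives 29 and drops 1 of the 30. The deposited list of these genes holds 30 genes with an FDR below 0.05.

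In translation, the paper gives 5 induced and 33 repressed NATL1A genes and 24 induced MED4 genes, against 2, 19 and 2 here. The first does not differ without 28 psu replicate 1 or with the unadjusted p, the others only with the unadjusted p, and all remaining alternatives differ. In energy production, the paper gives 19 induced and 9 repressed NATL1A genes and 8 induced and 6 repressed MED4 genes, against 10, 5, 1 and 2 here. The 19 does not differ from DESeq2, the replicate block and the unadjusted p, the 9 from these and from total counts only and the fit without 28 psu replicate 1, the 8 from total counts only and the unadjusted p, and the 6 from the fit without 28 psu replicate 3 and the unadjusted p. All remaining alternatives differ.

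In lipid metabolism, the paper gives 3 induced and 7 repressed NATL1A genes and 3 induced and 3 repressed MED4 genes, against 1, 3, 1 and 0 here. In coenzyme metabolism, the paper gives 6 and 14 in NATL1A and 4 and 7 in MED4, against 3, 7, 0 and 2 here. In transcription, the paper gives 7 induced NATL1A genes and 5 induced and 1 repressed MED4 genes, against 4, 0 and 0 here with edgeR (DESeq2 called 2 induced MED4 genes and 0 repressed). In posttranslational modification, the paper gives 13 and 10 in NATL1A and 5 and 14 in MED4, against 6, 2, 0 and 3 here. With the unadjusted p none of these 15 values differs. The repressed lipid and induced coenzyme genes of NATL1A also do not differ without 28 psu replicate 1, the induced lipid and transcription genes of MED4 with total counts only, and the induced transcription genes of NATL1A with no filter, leaving out non-coding RNA or leaving out 28 psu replicate 2. All remaining alternatives differ.

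Log2 fold changes given in the paper lie close to those here. Of 66 values of named genes, 0 lay further away than the standard error, and the largest difference was 0.021. Over all tested genes of the lists, the largest differences were those of Table 2 (0.00709), Table 3 (0.0305), Table S1 (0.0140) and Table S2 (0.0311), and in each list 0 genes lay further away than the standard error. The paper states that some genes changed which did not pass the adjusted p from edgeR's quasi-likelihood test here, and all of them pass with the unadjusted p. In NATL1A these are gpgS (passing also with DESeq2 and without 28 psu replicate 1), atpA (DESeq2, total counts only, without 28 psu replicate 1, replicate block), atpH (DESeq2, total counts only, without 28 psu replicate 1), psaC (DESeq2, no filter, leaving out non-coding RNA, without 28 psu replicate 2, replicate block), rbcS (without 34 psu replicate 1, replicate block) and the dnaK paralog NATL1_21861 (without 28 psu replicate 3). In MED4 they are psbA, atpF, atpH,atpD and dnaK2 (PMM1704; no further alternative), psbB, psbD and petA (without 28 psu replicate 2), psbN (DESeq2, leaving out non-coding RNA, without 28 psu replicate 2, replicate block), acnB and atpG (total counts only), and des,yocE (DESeq2, no filter, leaving out non-coding RNA, without 28 psu replicate 3, replicate block). NATL1_02111, which the paper names as highly repressed, was tested only without the filter, where it passed (adjusted p = 0.0366 from edgeR's quasi-likelihood test).

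The paper states that photosynthesis genes rose in NATL1A, where 13 of 28 tested photosystem genes were higher and 15 lower. Among the genes it names, psb27 (0.69, called), psaC (0.64) and rbcS (0.78), were higher here too, while a gene annotated as psbA outside these 28 (NATL1_03031, picked out after its value was seen) was called lower (-0.74). It states that most ATP-producing genes rose in MED4, where 6 of 12 tested ATP synthase genes were higher and 6 lower, while acnB, atpG, atpF and atpH,atpD were higher in direction. For dnaK, the paper states a rise in both strains, where PMM0897 of MED4 had a log2 fold change of -0.19 and dnaK2 (PMM1704) one of 0.34, and NATL1_09851 of NATL1A passed with 0.67. The value of PMM0897 lay between -0.39 and -0.00062 with a library left out. The paper states in its closing paragraph that iron transporters fell in low-salinity cells, while the transporter gene that it describes as rising in both strains rose here as well, by 1.21 in NATL1A (afuA) and 0.94 in MED4 (PMM1164).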

Other observations

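The tests in this part on short genes, on neighbouring genes and on the list of iron genes, and the use of isiB to weigh iron limitation, were chosen only after the results they concern had been seen. The paper names isiB, afuA, NATL1_19031 and PMM1164, whose values and fits with a library left out belong to the rule for naming genes.

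Genes of up to 300 bp were frequent among the highly induced genes of NATL1A: 21 of 57 (36.8%), against 377 (21.6%) of all tested genes (Fisher's exact p = 0.00789, odds ratio 2.19), and 3 of the 19 highly repressed genes. In MED4, short genes made up 5 of the 8 highly induced genes (62.5%, Fisher's exact p = 0.00838 against 287 short genes, 19.1%, of all tested; odds ratio 7.14) and 4 of the 11 highly repressed ones, with no difference shown between these directions (Fisher's exact p = 0.37). A general bias with gene length is not apparent over all tested genes. In NATL1A, Spearman's rho of length and log2 fold change was -0.0353, and the median of the short genes was 0.037 on the log2 scale. In MED4 these values were 0.0095 and -0.051. A median near 0 over genes that go both ways decides nothing, however. Short genes had larger standard errors (median 0.30 against 0.22 in NATL1A, 0.31 against 0.24 in MED4), so more of them could reach a large change by sampling error, in both directions alike. A highly changed gene must also pass the adjusted p, and whether larger errors put more short genes past both limits was not tested. In NATL1A the short genes were not shown to be more frequent among the induced than among the repressed genes (Fisher's exact p = 0.153), and with 19 repressed genes there larger sampling error, gene length bias and an induction of short genes cannot be told apart.

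In NATL1A, the highly changed genes lay next to each other more often than by chance placement: 9 pairs of neighbours among 76 genes, 8 of them in the same direction, against a median of 3 and a maximum of 11 in 10000 random lists of tested genes, of which 13 had at least 9 pairs (permutation p = 0.0013 from these lists). Chance placement is argued against by this count. The 18 highly changed protein-coding genes of MED4 held 0 such pairs, as random lists did in the median. The genes of these runs were picked out after their values were seen. They include cyoA, ctaA and cyoE (positions 455597 to 458506, log2 fold changes of 1.23 to 1.58), aroQ and miaE, NATL1_04471 and proC, NATL1_00901 and NATL1_00911, NATL1_12321 and NATL1_12331, and NATL1_19061, NATL1_19071 and NATL1_19081, all higher at 28 psu. Reads that fall on both of 2 adjoining genes could also raise such pairs, which the 9 pairs do not exclude, and transcription from shared promoters is a hypothesis that was not tested.

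A pair of regions of NATL1A, picked out after their values were seen, held many induced genes. In the cytochrome oxidase region, from NATL1_04981 to NATL1_05021 (positions 453350 to 458506), all 5 genes were called higher, 3 of them highly, with a median log2 fold change of 1.23. In the region around wza, from NATL1_08591 to NATL1_08811 (positions 788809 to 821208), 12 of 23 genes were tested, 10 were higher and 6 were called, all 6 above 1, with a median of 0.99. No explanation was tested for these regions.

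The iron transporter gene rose at 28 psu in both strains, and iron limitation was weighed by isiB (flavodoxin), which the paper names as induced by iron stress. The gene had a log2 fold change of -0.13 in NATL1A and -0.54 in MED4, where the 95% interval ran from -1.00 to -0.07. A rise of isiB was thus not seen in either strain, but the MED4 value depends on single libraries (-0.26 without 28 psu replicate 1 and -0.89 without 28 psu replicate 2) and the NATL1A gene is described as a hypothetical protein. Tested genes whose descriptions contain iron, ferric, ferredoxin, ferritin or flavodoxin were listed after the values were seen, leaving out iron-sulfur proteins and enzymes such as reductases and adding isiB of NATL1A. Of 10 in NATL1A, afuA and NATL1_19031 were called higher and 8 were not called (-0.65 to 0.50). Of 13 in MED4, the transporter PMM1164 was called higher, a call lost without 34 psu replicate 1 (adjusted p = 0.0867, edgeR) and 34 psu replicate 3 (0.0827), PMM0316, a possible ferredoxin, was called lower (-1.38), and 11 were not called (-0.98 to 0.24). The paper cites unchanged ferredoxin as a sign against iron limitation in another strain. The genes of this list go both ways. The direction that iron limitation would give each of them was not set, so their mixed signs weigh neither for nor against it. Iron limitation and a direct effect of salinity on the transporter cannot be told apart. A rise of isiB was not seen, but its interval is wide or its identity uncertain, and the other genes carry no set prediction.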
